# Differentially expressed genes in the head of the 2^nd^ instar pre-molting larvae of the *nm2* mutant of the silkworm, *Bombyx mori*

**DOI:** 10.1371/journal.pone.0180160

**Published:** 2017-07-20

**Authors:** Pingyang Wang, Simin Bi, Fan Wu, Pingzhen Xu, Xingjia Shen, Qiaoling Zhao

## Abstract

Molting is an important physiological process in the larval stage of *Bombyx mori* and is controlled by various hormones and peptides. The silkworm mutant that exhibits the phenotype of non-molting in the 2^nd^ instar (*nm2*) is incapable of molting in the 2^nd^ instar and dies after seven or more days. The ecdysone titer in the *nm2* mutant is lower than that in the wildtype, and the mutant can be rescued by feeding with 20E and cholesterol. The results of positional cloning indicated that structural alteration of *BmCPG10* is responsible for the phenotype of the *nm2* mutant. To explore the possible relationship between *BmCPG10* and the ecdysone titer as well as the genes affected by *BmCPG10*, digital gene expression (DGE) profile analysis was conducted in the *nm2* mutant, with the wildtype strain C603 serving as the control. The results revealed 1727 differentially expressed genes, among which 651 genes were upregulated and 1076 were downregulated in *nm2*. BLASTGO analysis showed that these differentially expressed genes were involved in various biological processes, cellular components and molecular functions. KEGG analysis indicated an enrichment of these differentially expressed genes in 240 pathways, including metabolic pathways, pancreatic secretion, protein digestion and absorption, fat digestion and absorption and glycerolipid metabolism. To verify the accuracy of the DGE results, quantitative reverse transcription PCR (qRT-PCR) was performed, focusing on key genes in several related pathways, and the results were highly consistent with the DGE results. Our findings indicated significant differences in cuticular protein genes, ecdysone biosynthesis genes and ecdysone-related nuclear receptors genes, but no significant difference in juvenile hormone and chitin biosynthesis genes was detected. Our research findings lay the foundation for further research on the formation mechanism of the *nm2* mutant.

## Introduction

The silkworm, *Bombyx mori*, a holometabolous lepidopteran, is an experimental model for molecular entomology in the fields of genetics, physiology and biochemistry [1]. The insect epidermis lacks elasticity; as a result, insects must molt several times during the larval period to allow insect growth and development. Molting is an important physiological process in the silkworm and is controlled by prothoracicotropic hormone (PTTH), 20-hydroxyecdysone (20E), juvenile hormone (JH) and neuropeptides. When it becomes necessary to molt, ecdysone is synthesized in the prothoracic gland promoted by PTTH, after which activated 20E is combined with the heterodimeric nuclear receptor EcR-USP to promote the expression of early genes. Early-late genes are then activated by the early genes, followed by a series of late genes activated by the early-late genes, such as eclosion hormone biosynthesis genes, neuropeptide genes, cuticular protein genes and hydrolase genes, and the activating signals are amplified by the key nuclear receptor βFTZ-F1 [2]. When the 20E titer decreases in the late phase of molting, numerous pigmentation-related enzymes are expressed and transported to the epidermis. The resulting pigments participate in the formation of a new epidermis [3, 4]. Molting is mainly controlled by molting hormone and juvenile hormone. However, the pupating process requires the disappearance of juvenile hormone, and ecdysone plays a dominant role [5, 6].

During molting, cuticular proteins play key roles. A large number of cuticular proteins are synthesized during the formation of a new epidermis, and the same proteins are degraded in the apolysis of the old epidermis. It has been demonstrated that more than 1% of the genes are cuticular protein genes (CPGs) in almost all insect genomes [7]. In the *Bombyx mori* genome, more than 200 CPGs are predicted [7, 8] and can be classified into 12 families based on the characteristics of conservative motifs [9]. Cuticular proteins act mainly as structural proteins of the epidermis [10]. Additionally, they play roles in other processes, such as locomotion, feeding, stress resistance and immunity [11–14]. Thus, CPGs play irreplaceable roles in insect development and reproduction.

Studying the functions of molting-related genes using mutants is a good way to analyze the mechanisms leading to molting. A 2^nd^ instar non-molting (*nm2*) mutant that we discovered in the silkworm variety C603 provides a good model for studying the mechanisms underlying molting. The *nm2* mutant appears normal in the first instar, but at the beginning of the pre-molting stage of the second instar, it is unable to molt and becomes lustrous, which lasts for 6 to 8 days, followed by death of the larva. Genetic and clone mapping analyses revealed that a deletion of 217 bp in the open reading frame of the cuticular protein gene *BmCPG10* is responsible for the phenotype of the *nm2* mutant [15]. In this study, the head of the *nm2* mutant in the pre-molting stage was subjected to digital gene expression (DGE) profile analysis, and the wildtype C603 served as the control. The differentially expressed genes according to DGE analysis and the key genes in ecdysone, juvenile hormone and chitin biosynthesis, cuticular protein genes and ecdysone-induced nuclear receptor genes were analyzed and verified using quantitative reverse transcription polymerase chain reaction (qRT-PCR). The possible mechanism underlying the development of the *nm2* mutant phenotype is explained based on the results of our DGE analysis and previous studies.

## Materials and methods

### Silkworm rearing and tissue isolation

The *nm2* mutant and wildtype C603 silkworm strains were supplied by the Sericulture Research Institute, Chinese Academy of Agricultural Sciences (Zhenjiang, China). The larvae were fed fresh mulberry leaves under standard conditions: 25 ±2°C temperature, 12-h light/12-h dark photoperiod and 65 ±5% relative humidity. The 2^nd^ instar pre-molting larvae of the wildtype and the *nm2* mutant were dissected and subsequently stored at −80°C.

### RNA extraction

Total RNA was extracted from the head of the 2^nd^ instar pre-molting larvae using RNAiso Plus (TaKaRa, China), according to the instructions of the manufacturer. After treatment with DNase I (TaKaRa, China) to degrade DNA contamination, the concentration of total RNA was determined using a NANODROP1000 microspectrophotometer (Thermo, USA). Total RNA quality was determined based on the 260/280 absorbance ratio and electrophoresis and then stored at −80°C.

### Digital gene expression profile

The treated mRNA was enriched using oligo (dT) magnetic beads. By mixing with fragmentation buffer, the mRNA was fragmented into short fragments. Then, the first strand of cDNA was synthesized using random hexamer primers. Buffer, dNTPs, RNase H and DNA polymerase I were subsequently added to synthesize the second strand. Next, the double-stranded cDNA was purified with magnetic beads. End repair and 3’-end single A (adenine) nucleotide addition were then performed. Finally, sequencing adaptors were ligated to the fragments, and the fragments were enriched via PCR amplification. During the quality control (QC) step, an Agilent 2100 Bioanaylzer and an ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library. The library products were then ready for sequencing via the Illumina HiSeqTM 2000 platform at the Beijing Genomics Institute (BGI).

### DGE data analysis

The primary sequencing data produced by the Illumina HiSeqTM 2000 platform, referred to as raw reads, were subjected to quality control (QC) procedures to determine whether a resequencing step was needed. After QC, the raw reads were filtered into clean reads, which were aligned to reference sequences from the silkworm genome database, SilkDB (http://silkworm.swu.edu.cn/silkdb/). QC of the alignment was performed to determine whether resequencing was needed. The alignment data were utilized to calculate the read distribution and mapping ratio based on the reference genes. If the alignment results passed QC, downstream analyses, including gene expression and deep analyses, proceeded based on the observed gene expression (e.g., principal component analysis/correlation/screening of differentially expressed genes). Deep analyses based on DGE were also performed, including Gene Ontology (GO) enrichment analysis and KEGG pathway enrichment analysis.

RSEM (RNA-Seq by Expectation Maximization) [16] is a quantification tool that computes maximum likelihood abundance estimates using the expectation maximization (EM) algorithm in its statistical model, including the modeling of paired-end (PE) and variable-length reads, fragment length distributions, and quality scores, to determine which transcripts are isoforms of the same gene. Expression levels were calculated according to the FPKM (Fragments Per Kb per Million fragments) method. The differentially expressed genes were filtered by referring to the digital gene expression profiles reported by Audic et al. [17]. P-values corresponding to differential gene expression were calibrated via multiple hypothesis testing, and the P-value threshold was determined by controlling the FDR (false discovery rate) [18]. The significance of gene expression differences was judged using |Log_2_ (*nm2*/wildtype)| ≥ 1 and an FDR ≤ 0.001 as the default thresholds.

### Quantitative reverse transcriptase PCR

The heads of *nm2* mutant and wildtype C603 larvae in the pre-molting stage were collected. Total RNA was extracted using RNAiso Plus (TaKaRa, China), according to the instructions of the manufacturer. After treatment with DNase I (TaKaRa, China), cDNA was synthesized using Reverse Transcriptase M-MLV (RNase H-) kit (TaKaRa, China), according to the instructions of the manufacturer, and was then diluted to 50 ng/μL to serve as the template for qRT-PCR. The 20-μL reaction system included 1 μL of primers (10 μmol/L, S1 Table), 1 μL of cDNA, 10 μL of 2×SYBR^®^ Premix Ex Taq™ (Tli RNaseH Plus) (TaKaRa, China) and 8 μL of ddH_2_O. After transient centrifugation, qRT-PCR was performed using a LightCycle 96 Real-time PCR System (Roche, Switzerland) with the following reaction program: three-step reaction protocol consisting of 45 cycles of 95°C for 10 s, 58°C for 10 s and 72°C for 10 s, after a 10-min step of pre-degeneration, followed by melting. The quality of the qRT-PCR product was tested through melting curve analysis, and relative expression was calculated using the 2^–ΔΔCt^ method [19], with the average of three house-keeping genes, *RPL3* (*BGIBMGA013567*), *GAPDH* (*BGIBMGA007490*) and *BmActin3* (*BGIBMGA005576*), serving as the reference. The qRT-PCR results were compared with the DGE results to verify the accuracy of the DGE data.

## Results

### Analysis of DGE libraries

From the DGE libraries, we acquired 12,912,619 and 12,900,347 clean reads from the 13,129,213 and 13,129,324 raw reads after sifting of 216,594 and 216,594 adapter reads, 21,750 and 23,019 reads in which unknown bases were more than 10% and some low quality reads that the percentage of low quality bases was over 50% in a read in the wildtype C603 and the *nm2* mutant, respectively. 

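The 2 DGE libraries were made from heads of 2nd instar pre-molting larvae, 1 library from the wildtype C603 and 1 from the *nm2* mutant, each from a pool of 6 larvae according to the sample labels. Single-end reads of 49 bases were sequenced. The quality file lists 216594 discarded wildtype reads and 228977 discarded *nm2* reads, all of them adapter reads, and no read discarded for unknown or low-quality bases. The authors aligned the clean reads to the silkworm gene set, estimated abundance with RSEM and gave each gene an FPKM in both libraries. From these FPKM, log2((*nm2* + 1)/(wildtype + 1)) was computed for every gene, and a gene was counted as higher or lower when it reached at least 5 FPKM in a library and an absolute log2 value of at least 1. With 1 library per strain there is no spread between replicates, so no test between the strains was possible, and every difference below is one between these libraries that has no replicate check. The P-values and FDR of the authors come from reads of the same libraries and do not test the strains either.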

The ratio of clean reads to raw reads was 98.35% in the wildtype and 98.26% in the *nm2* mutant (Table 1). 

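The base composition moved slightly toward G and C in the *nm2* library, from 49.67% to 50.89% of the raw bases. Base quality was high in both libraries, with 98.71% of the clean wildtype bases and 99.17% of the clean *nm2* bases at Q20 or better, and 95.71% and 97% at Q30 or better. Unknown bases numbered 21334 in the clean wildtype reads and 22593 in the clean *nm2* reads. Each value rests on 1 library, so a difference of this size cannot be set against the spread between libraries of one strain.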

The GC% for *nm2* (50.88%) was slightly higher than that for the wildtype (49.65%). The clean reads from the two libraries contained unknown N bases but at proportions as low as 0.0034% and 0.0036%, respectively (Table 1).

**Table 1:** General information on reads from the two libraries.

Category	Parameter	Wildtype	*nm2* mutant
Raw data	Total Reads	13,129,213	13,129,324
	Total bases	643,331,437	643,336,876
	Adapter reads (%)	216,594 (1.65)	228,977 (1.74)
	Number of N (%)	21,750 (0.0034)	23,019 (0.0036)
	GC (%)	49.67	50.89
Clean data	Total Reads	12,912,619	12,900,347
	Total bases	632,718,331	632,117,003
	Number of N (%)	21,334 (0.0034)	22,593 (0.0036)
	GC (%)	49.65	50.88
	Clean data/Raw data (%)	98.35	98.26
Quality Control	Clean Read Q20(%) ≥ 95 (Y or N)	98.7 (Y)	99.1 (Y)
	Clean Read Q30(%) ≥ 90 (Y or N)	95.7 (Y)	97.0 (Y)
	Clean Reads ≥ 10M (Y or N)	12.91M (Y)	12.90M (Y)
	Gene Unique Mapping Ratio(%) ≥ 80 (Y or N)	91.58 (Y)	88.62 (Y)
	Genome Mapping Ratio(%) ≥ 50 (Y or N)	81.61 (Y)	81.13 (Y)
Gene-mapping	Total Mapped Reads (%)	7,163,898 (55.48)	7,755,547 (60.12)
	Perfect Match (%)	4,992,541 (38.66)	5,492,892 (42.58)
	Mismatch (%)	2,171,357 (16.82)	2,262,655 (17.54)
	Unique Match (%)	6,561,285 (50.81)	6,873,863 (53.28)
	Multi-position Match (%)	602,613 (4.67)	881,684 (6.83)
	Total Unmapped Reads (%)	5,748,720 (44.52)	5,144,799 (39.88)
Genome-Mapping	Total Mapped Reads (%)	10,538,011 (81.61)	10,465,526 (81.13)
	Perfect Match (%)	7,374,523 (57.11)	7,435,737 (57.64)
	Mismatch (%)	3,163,488 (24.5)	3,029,789 (23.49)
	Unique Match (%)	8,452,626 (65.46)	8,328,786 (64.56)
	Multi-position Match (%)	2,085,385 (16.15)	2,136,740 (16.56)
	Total Unmapped Reads (%)	2,374,608 (18.39)	2,434,821 (18.87)

**Y:** Meaning sample passed this QC item.

**N:** Meaning sample failed of passing this QC item.

**M:** representing the logogram of “MEGA”.

Evaluation of the reads showed that the base distribution of the reads in the two libraries was decentralized in the first 10 bases, which was normal because of the sequencing adaptors. Thereafter, the four type of bases and unknown N bases became uniform, thus meeting the requirements for follow-up analysis (Fig 1A). The analysis of the quality distribution showed a high quality for bases from the 6^th^ to the last base and even for the first 6 bases (Fig 1B). In addition, the results of Q20 and Q30 analysis all met the requirements for follow-up analysis (Table 1).

**Fig 1:**
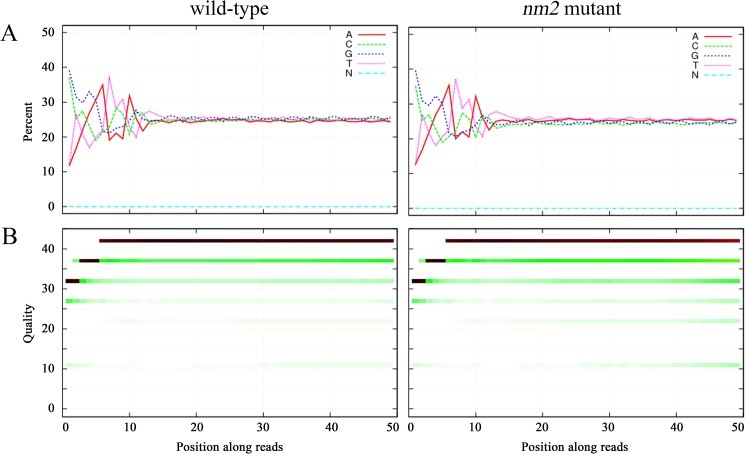
Analysis of read data. (A) Percentage composition of bases in the reads. The four types of base and unknown bases (N) were uniform from the 10^th^ base. (B) Distribution of quality. High quality was observed from the 6^th^ base to the last and even for the first 6 bases.

### Read mapping analysis

By aligning the clean reads to the reference genome database SilkDB (http://silkworm.genomics.org.cn/), we found that 81.61% and 81.13% of the clean reads could be aligned to the genome in the wildtype and the *nm2* mutant, respectively, among which 57.11% and 57.64% were completely aligned to the genome, and 24.5% and 23.49% were partially aligned to genome. In addition, 65.46% and 64.56% of the clean reads could be mapped to unique sequences, while 16.15% and 16.56% mapped to sequences at multiple positions in the wildtype and the *nm2* mutant, respectively. The clean reads were also aligned to 14623 known genes [20], and the percentages of total mapped reads, perfectly mapped reads, partially mapped reads, uniquely mapped reads and multiply mapped reads in the wildtype were 55.48%, 38.66%, 16.82%, 50.81% and 4.67%, respectively, but in the *nm2* mutant, the corresponding values were 60.12%, 42.58%, 17.54%, 53.28% and 6.83% (Table 1). 

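About 7163921 wildtype and 7755689 *nm2* reads aligned to genes, computed here as the clean reads times the rounded percentage in the mapping file. Abundant transcripts took more of the *nm2* library. Its 20 most abundant genes held 27.1% of the summed FPKM, against 20.1% for the 20 most abundant genes of the wildtype, and the 100 most abundant genes held 50.9% and 42.7%. The median FPKM of the expressed genes was 10.8 in the *nm2* mutant and 13.2 in the wildtype.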

Quality assessments, including the unique gene mapping ratio and the genome mapping ratio, also met the requirements for follow-up analysis (Table 1).

Reads random analysis showed that most of the clean reads could be mapped to the middle of genes and fewer to the 5 'and 3' ends (Fig 2A). Sequence saturation analysis showed that in the range of 0 to 70%, saturation increased in nearly linearly with an increase in the number of reads. Only approximately 1 Mega reads reached a saturation of 75%, while the clean reads obtained from DGE analysis reached 13 Mega, and the sequencing depth met the requirements for follow-up analysis (Fig 2B).

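The depth behind single genes was estimated for the 1727 genes in the authors' deposited table of differentially expressed genes, which lists a coding length for each. Reads per gene were recovered from FPKM and length with library totals of 3770000 reads for the wildtype and 4061000 for the *nm2* mutant. With these totals 91.1% of 190 wildtype values and 94.3% of 264 *nm2* values fell within 0.1 of a whole number of reads. The recovered totals are 52.6% and 52.4% of the reads mapped to genes, so they serve as a scale for counting error and not as the number of reads sequenced. The median gene of this table had 99 wildtype reads and 62 *nm2* reads. Where a gene is listed at 0, the floor was set at 3 counts in that library, and a fold given as at least some value is the fold against this floor. For ratios, 95% intervals were taken from an exact conditional binomial. Such an interval can reach a smaller fold than the floor gives, as for *BGIBMGA009687*, at 307-fold against 378-fold. Intervals and floors cover counting error only. For the other genes no reads could be recovered, and no interval is given.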

**Fig 2:**
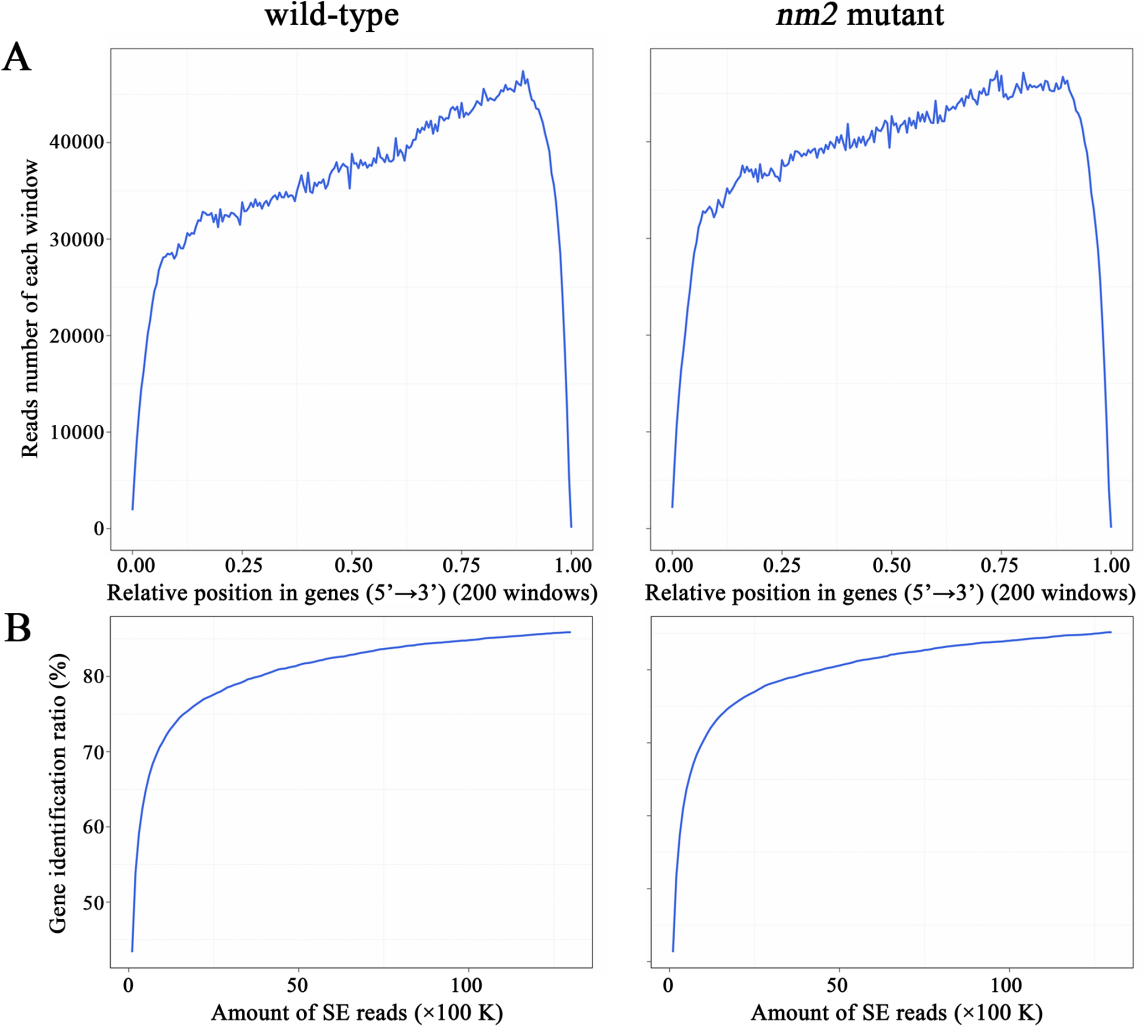
Analysis of mapping data. (A) Reads random from the wildtype and the *nm2* mutant. Most of the clean reads could be mapped to the middle of genes. (B) Sequence saturation of the wildtype and the *nm2* mutant. The saturation increased almost linearly with the increase in the number of reads in the range of 0 to 70%.

### Analysis of differentially expressed genes

In the two libraries, 11,856 genes were found to be expressed in the wildtype (81.08% of all 14,623 genes) and 11,751 in the *nm2* mutant (80.36%), among which 11,231 genes were expressed in both the wildtype and the *nm2* mutant. In addition, 625 genes were expressed specifically in the wildtype, whereas 520 were expressed specifically in the *nm2* mutant (S2 Table).

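Most genes of the head were detected in both strains, and the genes seen in only 1 library were weakly expressed. The 625 genes listed above 0 only in the wildtype had a median of 0.88 FPKM, with 76 of them at 5 FPKM or more and 342 under 1 FPKM. The 520 genes listed above 0 only in the *nm2* mutant had a median of 0.67 FPKM, with 27 at 5 FPKM or more and 329 under 1 FPKM. Across all genes, log2(FPKM + 1) of the libraries had a Pearson r of 0.877. This correlation is across genes, which are not independent replicates. A value of 0 means that the gene is listed at 0 and not that it is silent.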

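Some of the genes seen only in the wildtype were abundant there. *BGIBMGA009687*, whose BLAST name is hormone receptor 3, had 921 FPKM in the wildtype and is listed at 0 in the *nm2* mutant, at least 378-fold lower. Chemosensory protein 14 (*BGIBMGA004043*) had 221 FPKM, moricin-2 (*BGIBMGA011495*), an antimicrobial peptide gene, had 135 FPKM, and an alpha-methyldopa hypersensitive protein-like gene (*BGIBMGA002958*) had 131 FPKM, all listed at 0 in the *nm2* mutant. The genes seen only in the *nm2* mutant were less abundant. A putative carbonic anhydrase 5-like gene (*BGIBMGA013577*) had 78.4 FPKM and 64 recovered reads, at least 19.8-fold higher. It was followed by *BGIBMGA011716*, which has no BLAST name, with 25.9 FPKM, and a peroxidase-like gene (*BGIBMGA000457*) with 24.5 FPKM. Next came a fatty acyl-CoA reductase 1-like gene (*BGIBMGA011140*) with 21.7 FPKM and a fatty acid synthase-like gene (*BGIBMGA013151*) with 14.4 FPKM.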

The scatter plots presented the distribution of differentially expressed genes in screening threshold dimensions (Fig 3). We observed 651 upregulated genes in the *nm2* mutant and 1076 downregulated genes, according to the default thresholds of an FDR≤0.001 and an FPKM ratio = |log_2_ (*nm2*/wildtype)| ≥1 (S3 Table).

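By the rule of size, 809 of 9158 genes were higher and 1371 were lower in the *nm2* mutant, and 1602 of these genes are in the authors' deposited table. The largest increases were in cuticle genes. The RR-1 cuticular protein gene *BGIBMGA002548* had 18.8 FPKM in the wildtype and 5014 FPKM in the *nm2* mutant (267-fold, 95% counting interval 172 to 437). *BGIBMGA011765*, which has no BLAST name, went from 80.6 to 17679.8 FPKM (219-fold). A cytochrome P450 gene (*BGIBMGA001004*) was 94.9-fold higher (49.4 to 227), an odorant binding protein gene (*BGIBMGA008354*) 65.9-fold higher (28.0 to 204), and a cold-related protein gene (*BGIBMGA000561*) 93.6-fold higher with 1 wildtype read (16.5 to 3740). Among the largest decreases, urbain (*BGIBMGA008287*) went from 2606 to 5.11 FPKM (510-fold lower, 359 to 750.8), a neurofilament-like gene (*BGIBMGA007065*) from 962 to 2.76 FPKM (349-fold lower), and osiris 9 (*BGIBMGA000010*) from 2675 to 2.51 FPKM (1066-fold lower, 517 to 2652). The uncharacterized genes *BGIBMGA006730* (2384-fold lower, 658 to 19641, with 2 *nm2* reads), *BGIBMGA000012* (2471-fold lower, 971 to 9131), *BGIBMGA000045* (1883-fold lower, 644 to 9130, with 3 *nm2* reads) and *BGIBMGA008346* (943-fold lower, 262 to 7838, with 2 *nm2* reads) were in the same class. Of the genes past the rule, 62.9% were lower. The median log2 ratio of the 7607 genes at 5 FPKM or more in both libraries was -0.28, and with the *nm2* library rescaled to set this median to 0 the counts were 1151 higher and 929 lower, or 44.7% lower.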

**Fig 3:**
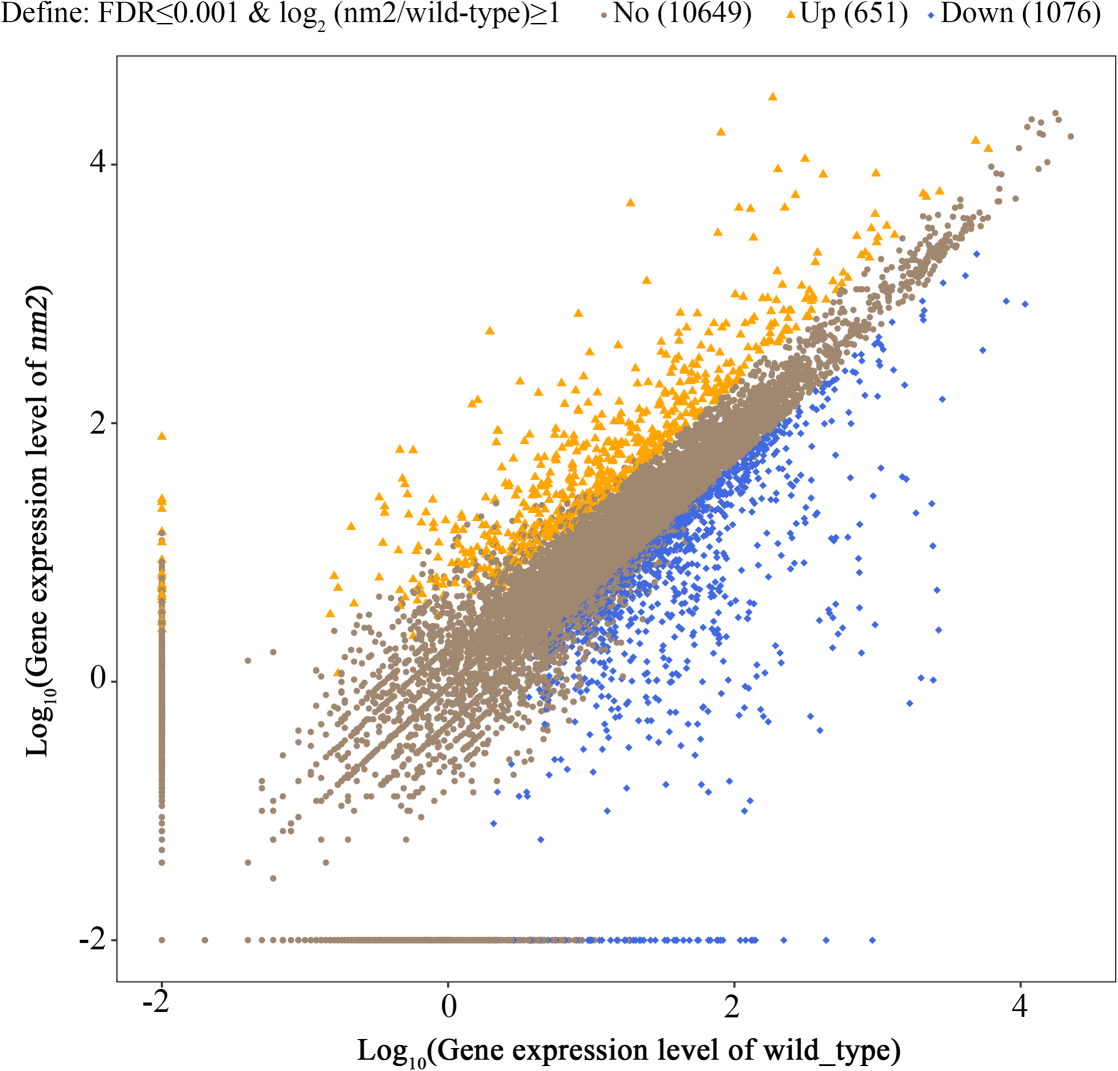
Scatter plots of all expressed genes in each pairwise. Blue blots mean down-regulation genes, orange blots mean up-regulation genes and brown blots mean non-regulation genes. The screening threshold was on top legend.

The GO enrichment analysis showed that these 1727 differentially expressed genes (651 upregulated genes and 1076 downregulated genes) were mainly involved in biological processes such as metabolic processes, cellular processes, single-organism processes, localization, the response to stimulus and biological regulation; cellular components such as the cell, cell parts, membranes and organelles; and molecular functions such as catalytic activity, binding and transporter activity (Fig 4, S4 Table).

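In most of the broad processes more genes were lower than higher in the *nm2* mutant, as in the whole list of 1727 genes, of which 1076 were lower, and under oxidoreductase activity more were higher. Of 294 differentially expressed genes under metabolic process, 117 were higher and 177 lower, and of 207 under cellular process 70 were higher and 137 lower. Genes under response to stimulus (14 higher, 45 lower) and biological regulation (18 higher, 43 lower) were lower in larger part, whereas localization had 28 higher and 38 lower. Catalytic activity was nearly even with 168 higher and 181 lower of 349 genes, peptidase activity had 26 higher and 31 lower, binding had 93 higher and 153 lower, and transporter activity had 18 higher and 16 lower. Oxidoreductase activity had 46 higher and 24 lower, with monooxygenase activity at 7 higher and 2 lower. All 8 genes of isoprenoid metabolism and all 5 of hexosaminidase activity, the enzymes that split amino sugars, were lower. Terms share genes, and the genes were chosen as differentially expressed in these libraries, so these counts are no independent evidence of a direction. In the authors' deposited enrichment, corrected P was 0.05 or less for 14 of 170 molecular function terms, 4 of 467 biological process terms and 0 of 64 cellular component terms.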

**Fig 4:**
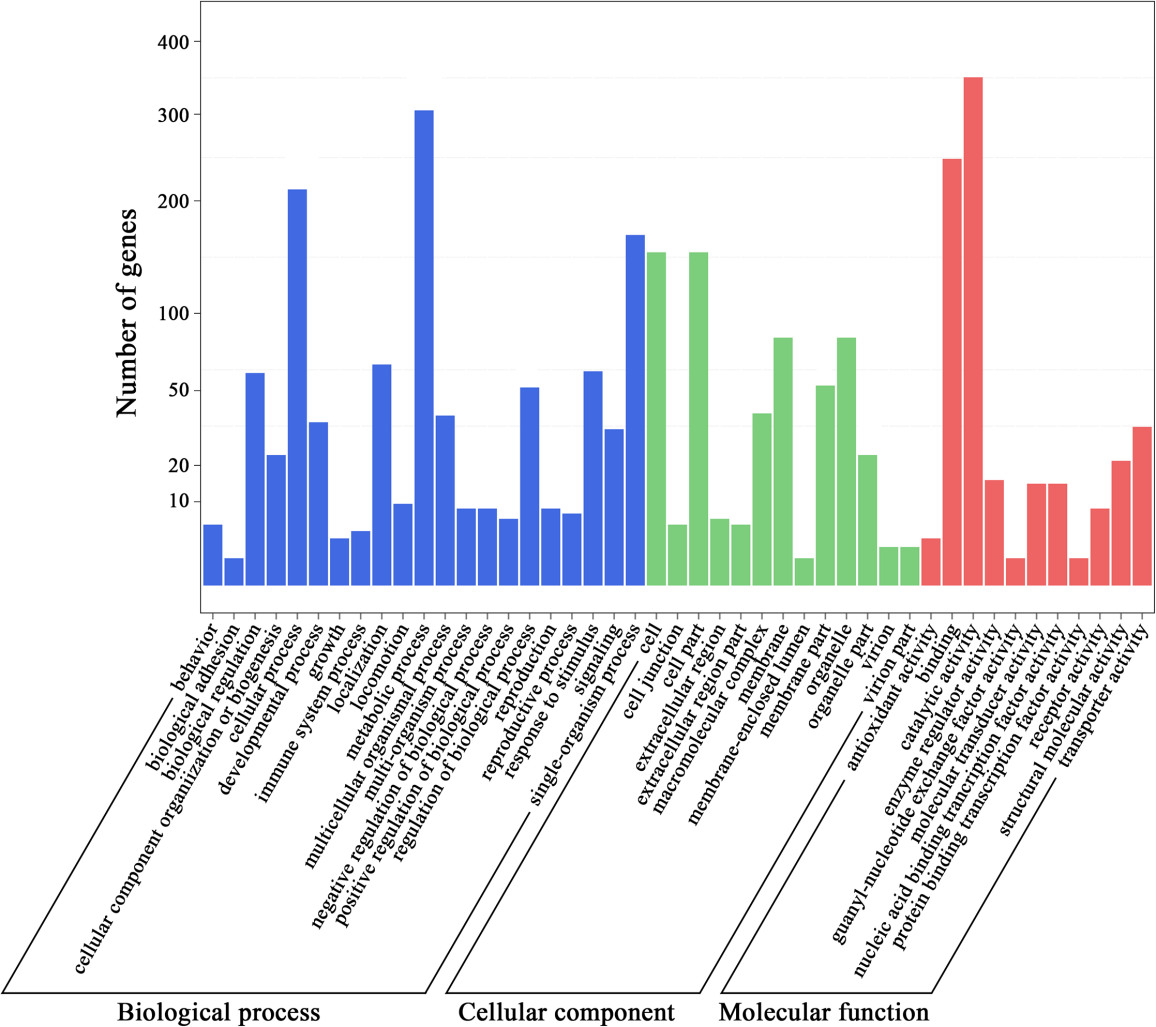
GO enrichment of biological processes, cellular components and molecular functions. The differentially expressed genes were mainly related to biological processes such as metabolic processes, cellular processes, single-organism processes, localization, the response to stimulus and biological regulation; cellular components such as the cell, cell parts, membranes and organelles; and molecular functions such as catalytic activity, binding and transporter activity.

KEGG cluster analysis was performed for these 1727 differentially expressed genes using the KEGG database (http://www.genome.jp/kegg/kegg2). Approximately 1130 genes were mapped to 240 pathways, among which 273 genes (159 upregulated and 114 downregulated) were mapped to the first of the top 5 pathway categories: metabolic pathways. 

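Genes with a pathway numbered 825 in the deposited table, of which 347 were higher and 478 lower in the *nm2* mutant, or 42.1% higher. Genes of metabolic pathways stood above this share with 58.2% higher. Their largest differences were decreases. An enzyme gene named alpha-methyldopa hypersensitive protein-like was listed at 0, a non-specific lipid-transfer protein-like gene (*BGIBMGA004737*) went from 212 to 1.40 FPKM, and *BGIBMGA014559*, named by its hit in the monarch butterfly, went from 65.9 to 0.14 FPKM. All 17 differentially expressed proteasome genes, of 39 annotated, were lower, with a proteasome maturation protein-like gene (*BGIBMGA000971*) at 244 and 83.3 FPKM. Terpenoid backbone biosynthesis is the mevalonate route that also leads to juvenile hormone. Its 11 differentially expressed genes, of 25 annotated, were also all lower. These 11 included 3-hydroxy-3-methylglutaryl-CoA reductase (*BGIBMGA003229*, 47.4 to 6.89 FPKM) and 3-hydroxy-3-methylglutaryl-CoA synthase (*BGIBMGA004001*, 78.1 to 12.5 FPKM). Annotated genes that were not called differentially expressed are not in these counts. In the authors' deposited table 43 of 240 pathways have a corrected P of 0.05 or less.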

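Differentially expressed genes under protein digestion and under fat digestion were more often higher than lower in the *nm2* mutant, although the largest single differences under these pathway names were decreases. In protein digestion and absorption, a collagenase-like gene (*BGIBMGA007377*) went from 15.4 to 399.5 FPKM, whereas the molting fluid carboxypeptidase A gene (*BGIBMGA008910*), which acts in molting fluid and not in the gut, went from 393 to 2.98 FPKM. A mucin-2-like gene (*BGIBMGA009750*) counted under both protein digestion and pancreatic secretion went from 144 to 1.35 FPKM. In fat digestion and absorption, the Bm-ok gene (*BGIBMGA002580*) went from 4.24 to 54.0 FPKM and a pancreatic lipase-related gene (*BGIBMGA003664*) from 24.2 to 0.76 FPKM. Glycerolipid metabolism included an NADP-dependent alcohol dehydrogenase-like gene (*BGIBMGA005154*) that went from 31.4 to 1.75 FPKM. Other pathways leaned higher, with 29 of 43 genes in bile secretion, 18 of 27 in tyrosine metabolism and 17 of 22 in steroid biosynthesis, while lysosome had 15 higher and 27 lower and amino sugar metabolism 12 higher and 18 lower. Of the lists set as midgut markers by BLAST name, none of 17 vacuolar ATPase genes passed 2-fold (median log2 difference 0.28, percentile 98.7 of matched random lists). In the other, 3 of 27 peritrophic matrix genes were higher and 6 lower (median 0.06, percentile 97.8). Whether these transcripts came from midgut was not tested. The pathway names come from the pathway maps of other animals, and a gene can stand in several of them.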

The other categories in the top 5 were pancreatic secretion (42 upregulated genes among 68 total genes), protein digestion and absorption (28 upregulated genes among 49 total genes), fat digestion and absorption (26 upregulated genes among 46 total genes) and glycerolipid metabolism (27 upregulated genes among 45 total genes) (Fig 5, S4 Table).

**Fig 5:**
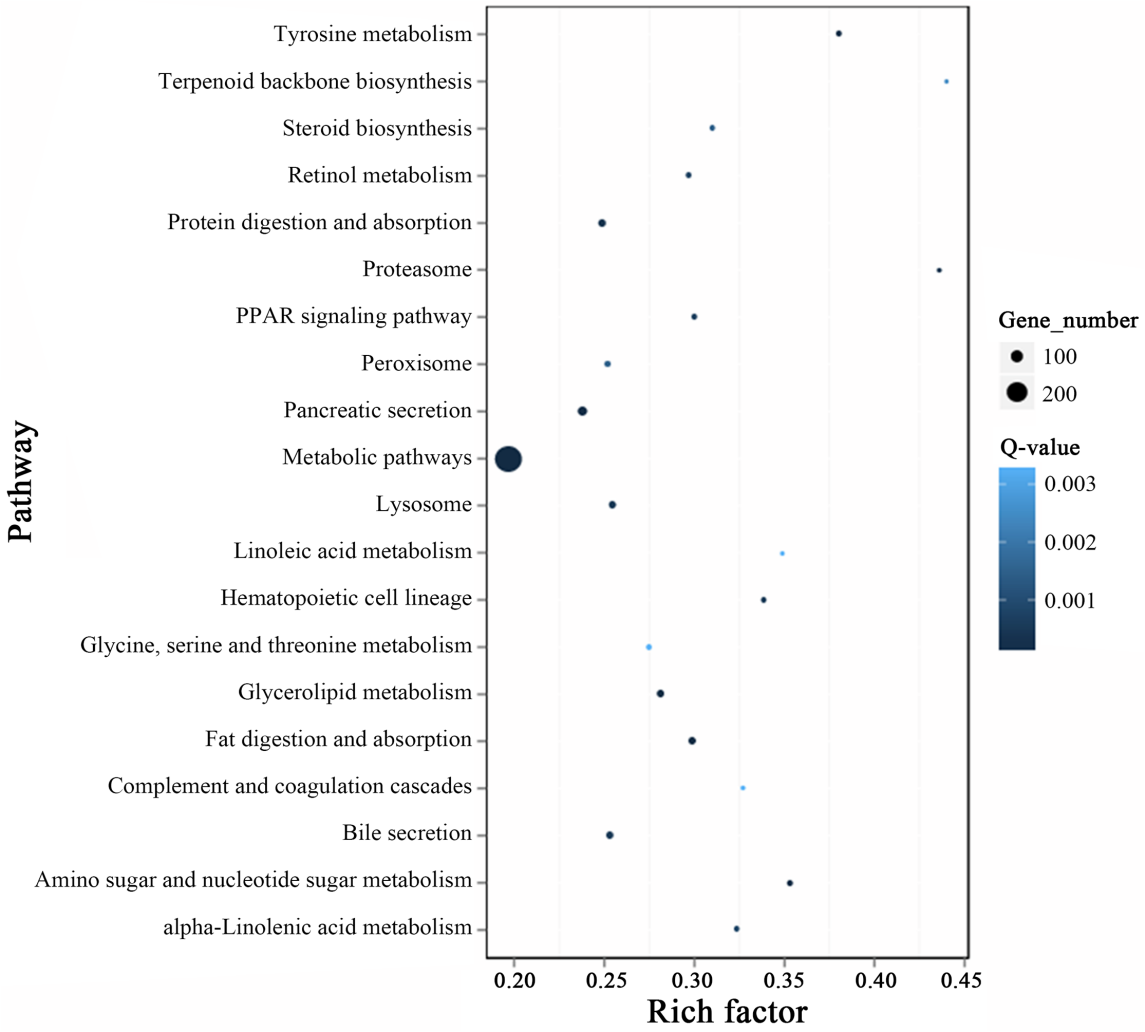
Statistics of top 20 pathway enrichment of differentially expressed genes in each pairwise. Rich factor is the ratio of differentially expressed gene numbers annotated in this pathway term to all gene numbers annotated in this pathway term. Greater rich factor means greater intensiveness. Q-value is corrected P-value ranging from 0~1, and less Q-value means greater intensiveness.

### Verifying the accuracy of the DGE data

To verify the accuracy of the DGE data, we analyzed the expression of several housekeeping genes as well as several target genes that had been investigated in previous studies. Additionally, some key genes, including partial differentially expressed genes based on DGE, ecdysone, juvenile hormone and chitin biosynthesis and metabolism genes, and several nuclear receptor genes, were verified using qRT-PCR (Table 2, S1 Table).

**Table 2:** Comparison of FPKM and qRT-PCR results.

Team	Gene id.	Description	Ratio (*nm2*/wildtype)		consistency	
			FPKM	qRT-PCR	Up	Down
(A)	BGIBMGA005576	actin3	1.17	-	-	-
	BGIBMGA007490	glyceraldehyde-3-phosphate dehydrogenase	0.85	-	-	-
	BGIBMGA013567	ribosomal protein L3	0.90	-	-	-
(B)^*^	BGIBMGA002602	Insect cuticle protein	2.37	3.56	√	
	BGIBMGA002602	Insect cuticle protein	2.37	0.00	-	-
	BGIBMGA009184	putative peptidase	86.16	586.77	√	
(C)	BGIBMGA000158^**^^,^ ^#^	Glucose-methanol-choline oxidoreductase	7.27	0.98	×	
	BGIBMGA002548	Insect cuticle protein	266.56	2.49	√	
	BGIBMGA004000	Glycoside hydrolase	0.03	0.08		√
	BGIBMGA005277	Insect cuticle protein	177.86	6.66	√	
	BGIBMGA006066^**^^,^ ^#^	Glycosyl hydrolase	21.58	0.86	×	
	BGIBMGA007888	Steroid hormone receptor	0.01	0.05		√
	BGIBMGA009467 ^#^	Glucosamine-6-phosphate isomerase	0.11	0.59		√
	BGIBMGA009688	Steroid hormone receptor	0.01	0.03		√
	BGIBMGA009743	Peptidase	0.00	0.45		√
	BGIBMGA010240	Glycoside hydrolase	0.01	0.06		√
	BGIBMGA010811	Glycoside hydrolase	7.36	3.79	√	
	BGIBMGA010812	Glycoside hydrolase	5.48	3.09	√	
	BGIBMGA013002	Glucose-methanol-choline oxidoreductase	0.03	0.46		√
	BGIBMGA013009	Glucose-methanol-choline oxidoreductase	0.01	0.12		√
	BGIBMGA013237 ^#^	Cytochrome P450	16.01	1.11	√	
(D)	BGIBMGA000368	dib	0.74	1.11		×
	BGIBMGA001678	Neverland	1.94	11.64	√	
	BGIBMGA001753	spook	2.46	2.84	√	
	BGIBMGA005496^**^	Sad	0.47	5.47	√	
	BGIBMGA006916	cyp18a1	0.23	0.43		√
	BGIBMGA006936	Phm	0.97	1.06		×
	BGIBMGA010239	cyp314a1	0.75	0.05		√
(E)	BGIBMGA000772	JH epoxide hydrolase (JHEH)	0.93	0.65		√
	BGIBMGA008815^**^	JH diol kinase (JHDK)	2.21	0.68	×	
	BGIBMGA010392	JH acid methyltransferase (JHAMT)	1.22	1.08	√	
	BGIBMGA013930	JH esterase (JHE)	1.43	0.84	×	
(F)	BGIBMGA001609	UDP-N-aeetylglueosamine pyrophosphorylase	2.59	1.33	√	
	BGIBMGA004221	Glucose-6-phosphate isomerase	0.86	1.09		×
	BGIBMGA007517	Glutamine: fructose-6-phosphate-aminotransferase	1.47	1.26	√	
	BGIBMGA011646	β-N-acetyl-glucosaminidase	0.40	0.63		√
(G)	BGIBMGA000716	FTZ-F1	6.08	5.04	√	
	BGIBMGA006183	USP	1.80	1.45	√	
	BGIBMGA006767	ecdysone receptor	0.73	0.69		√
	BGIBMGA006839	E75	0.2	0.55		√
	BGIBMGA007888	HR4	0.01	0.05		√
	BGIBMGA009688	HR3	0.01	0.03		√
	BGIBMGA002964	HR38	1.28	0.71	×	
	BGIBMGA007914^**^	HR39	1.51	0.36		√
(H)^***^	-	glutathione S-transferase	-	1.36	-	-
	-	glutathione S-transferase	-	1.31	-	-

(A) The reference genes; (B) the two main genes identified in previous research; (C) partial differentially expressed genes based on DGE; (D) ecdysone biosynthesis and metabolism genes; (E) juvenile hormone biosynthesis and metabolism genes; (F) chitin biosynthesis and metabolism genes; (G) several nuclear receptor genes; (H) *nobo*

*: Presenting one gene, BmCPG10 [15]. Two results from qRT-PCR based on two primers are located at different sites.

**: The results for these genes were contradictory between DGE and qRT-PCR.

***: Presenting one gene, glutathione S-transferase (*nobo*), based on two primers.

#: Representing for specific genes that were without significant differences in team (C).

The fold-changes of three housekeeping genes, *BmActin3* (Actin), *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase) and *RPL3* (ribosomal protein L3), between the wildtype and the *nm2* mutant were approximately equal to one, which preliminarily verified the accuracy of the DGE data. 

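The 3 housekeeping genes were abundant in both libraries and differed little between them. *RPL3* (*BGIBMGA013567*), a component of the ribosome, had 2389 FPKM in the wildtype and 2143 FPKM in the *nm2* mutant, a ratio of 0.897. *GAPDH* (*BGIBMGA007490*), a glycolytic enzyme, had 1712 and 1454 FPKM, a ratio of 0.849, and *BmActin3* (*BGIBMGA005576*) had 2517 and 2952 FPKM, a ratio of 1.17. The geometric mean of the ratios was 0.963. *RPL3* and *GAPDH* lay below 1 as listed and above it, at 1.09 and 1.032, when the median gene was set to no difference, and *BmActin3* was then at 1.43. No reads could be recovered for these genes, so no counting interval is given.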

*BmCPG10* [15] and *BmCP-like* [21] were upregulated in the *nm2* mutant, with the fold-changes of 2.37 and 86.16, respectively. These results were consistent with previous studies, which indicated that the DGE data were accurate and reliable.

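Both genes studied before were higher in the *nm2* mutant. *BmCPG10* (*BGIBMGA002602*), named glycine-rich protein in the deposited table, had 117 FPKM in the wildtype and 278 FPKM in the *nm2* mutant. *BmCP-like* (*BGIBMGA009184*), whose BLAST name is putative peptidase, had 8.13 and 700.5 FPKM, a ratio of 86.2 with a 95% counting interval of 67.2 to 112 from 63 and 5846 recovered reads.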

The results of qRT-PCR for 29 genes among 39 total genes were completely consistent with the DGE results. The results for 6 of the remaining 10 genes were completely inconsistent with the DGE results. The remaining 4 genes did not show a significant difference between the DGE and qRT-PCR results, which are indicated with # in Table 2. Thus, 33 genes were consistent between the DGE and qRT-PCR analyses, and the accuracy rate reached 84.62%, demonstrating that the DGE results were reliable.

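Of the 39 genes with both measures, 29 lay on the same side of 1 by DGE and by qRT-PCR and 10 on opposite sides. Of 25 genes at 2-fold or more by FPKM, 15 of them chosen from the DGE list, 21 were on the same side, and of 14 genes under 2-fold, 8 were, with no test between these groups. The 10 on opposite sides included *dib*, *Sad* and *Phm* of ecdysone synthesis, *JHDK* and *JHE* of the juvenile hormone group, *G6PI* of chitin synthesis, the nuclear receptors *HR38* and *HR39*, and the ecdysone oxidase (*BGIBMGA000158*) and maltase-like (*BGIBMGA006066*) genes chosen from DGE. Across the genes, the log2 ratios had a Pearson r of 0.719 and a Spearman rho of 0.762, and genes are not independent replicates. The median absolute log2 ratio was 1.37 by DGE and 1.11 by qRT-PCR. The qRT-PCR ratios are the paper's, from S1 Table, and the side of 1 is counted here without any test.

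**Figure D1:**
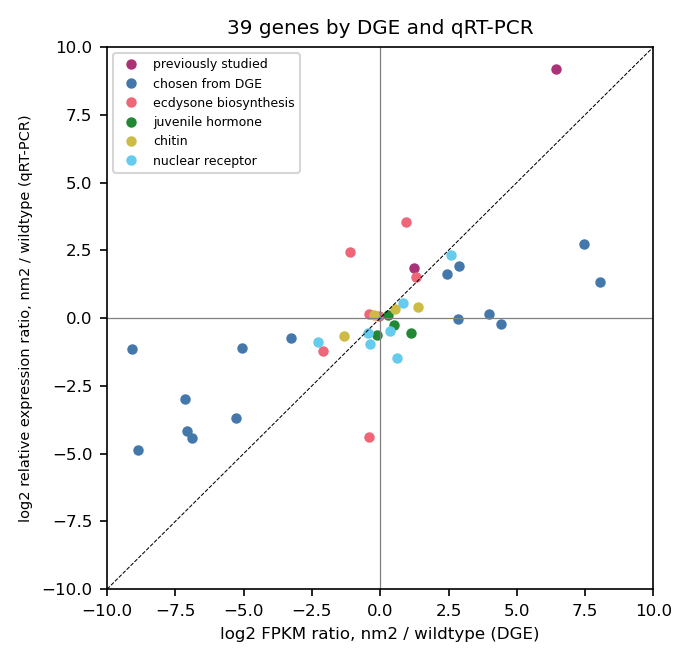
Log2 ratio of the *nm2* mutant to the wildtype for 39 genes, by FPKM on the x axis and by the paper's qRT-PCR on the y axis. Colors give the gene group, the dashed line marks equal ratios, and the 10 genes on opposite sides of 0 fall in the upper left and lower right parts.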

## Discussion

### Differentially expressed genes based on DGE analysis

A large number of biosynthesis and decomposition processes occur during molting, such as carbohydrate and lipid metabolism, protein metabolism and nucleic acid metabolism [22, 23], and many substances are decomposed in apolysis, while many substances are synthesized in the formation of a new epidermis [24, 25]. Because of the non-molting phenotype of the *nm2* mutant, the synthesis and metabolism of proteins, lipids, glucose and nucleic acids are greatly altered. 

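The gene groups of metabolism went in different directions. Fatty acid genes passed 2-fold more often as higher than as lower genes, and the proteasome genes that passed were all lower. Of 62 fatty acid desaturase, elongase and reductase genes, 33 were at least 2-fold higher and 11 at least 2-fold lower, with a median log2 difference of 1.04, among them a fatty acyl-CoA reductase 1-like gene (*BGIBMGA011140*) at 21.7 FPKM in the *nm2* mutant alone and the acyl-CoA desaturase *BGIBMGA001534* at 143 and 1.1 FPKM. Of 61 lipase genes, 12 were higher and 16 lower, with a median of -0.09 that turned positive (0.12) with the median of all genes set to 0. In sugar uptake, 14 of 54 sugar transporter genes were higher and 7 lower (median 0.29), including the trehalose transporter Tret1-like gene *BGIBMGA004511* at 7.92 and 60.5 FPKM.

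Of 30 genes of the proteasome, which degrades proteins, 16 were lower and none was higher (median -1.03), as for a non-ATPase subunit 9 gene (*BGIBMGA004419*) at 47.9 and 12.5 FPKM. Mitochondrial ribosomal proteins had 8 of 57 genes lower and none higher (median -0.67), while none of 76 cytosolic ribosomal protein genes passed 2-fold (median -0.35). In the nucleic acid group, 1 of 63 DNA replication genes was higher and 4 were lower (median -0.35). The members of that list farthest apart are cyclin-dependent kinase-like genes and a calcyclin-binding protein gene (*BGIBMGA009021*, 182 and 82.8 FPKM), which are not replication enzymes. Medians were set against 10000 random lists matched on mean expression, as a description of these libraries, and 11235 genes at 1 FPKM or more had a median of -0.28, with 9.55% at least 2-fold higher and 15.3% at least 2-fold lower. The fatty acid and sugar transporter lists lay at the 100th percentile, the proteasome and mitochondrial ribosomal lists at percentile 0, and the lipase, cytosolic ribosomal and DNA replication lists inside the middle 95% of their random lists.

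**Figure D2:**
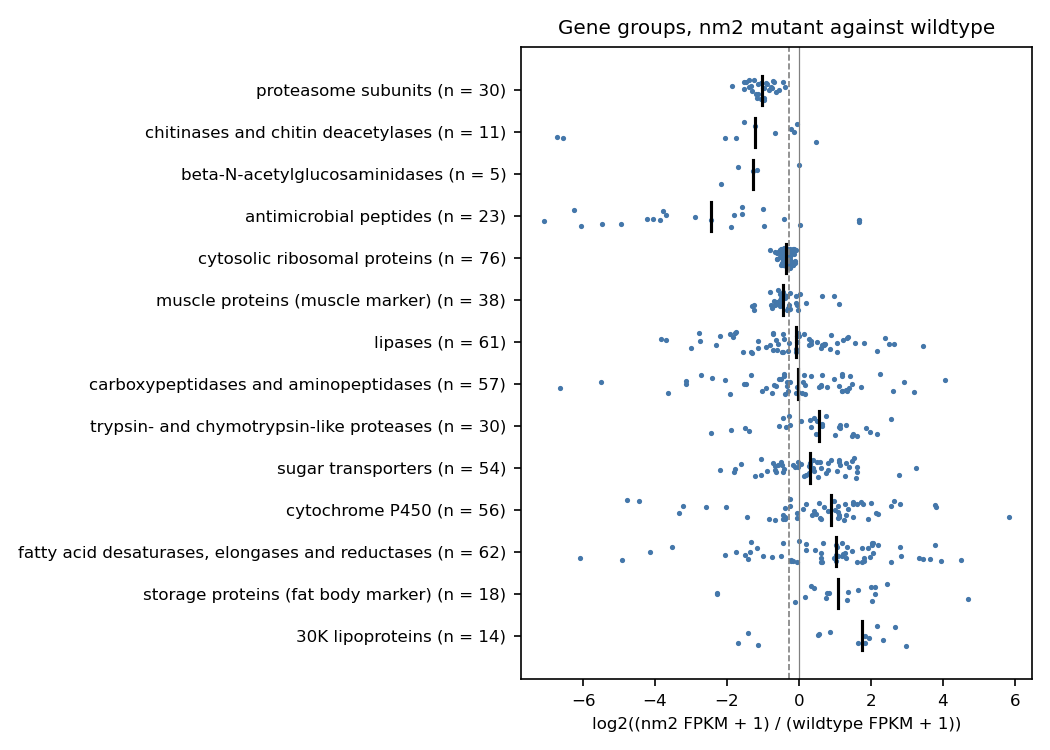
Log2((*nm2* FPKM + 1)/(wildtype FPKM + 1)) on the x axis for the genes of 14 groups, with the number of genes in parentheses. Points are genes, black bars are group medians, the solid line marks 0 and the dashed line the median of all genes at -0.28. The medians run from -2.44 for antimicrobial peptides to 1.74 for 30K lipoproteins.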

We verified 15 genes selected from the DGE results using qRT-PCR, 12 of which were consistent with the DGE analysis. Four of these genes encode glycoside hydrolase; 2 encode cuticular proteins; 2 encode nuclear receptors; 3 encode glucose-methanol-choline oxidoreductase; and one encodes peptidase.

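All 15 genes passed 2-fold by FPKM, 7 of them higher and 8 lower in the *nm2* mutant, which follows from their choice among the differentially expressed genes of these libraries. By the paper's qRT-PCR, 13 of the 15 lay on the same side of 1, and in all 15 the FPKM ratio was farther from 1 than the qRT-PCR ratio. The exceptions were *BGIBMGA000158*, an ecdysone oxidase gene at 37.3 FPKM in the wildtype and 271 FPKM in the *nm2* mutant (7.27-fold, 95% counting interval 6.34 to 8.37), and *BGIBMGA006066*, a maltase 1-like gene at 6.52 and 141 FPKM (21.6-fold, 16.5 to 28.7). The paper's qRT-PCR ratios of these genes are 0.980 and 0.859.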

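The 4 glycoside hydrolase genes went both ways, and the authors had chosen them for their difference between these libraries. The alpha-N-acetylgalactosaminidase gene *BGIBMGA004000* had 512 FPKM in the wildtype and 13.1 FPKM in the *nm2* mutant (39.2-fold lower, 95% counting interval 29.8 to 52.7), and the chitinase gene *BGIBMGA010240* had 462 and 3.39 FPKM (136-fold lower, 89.7 to 218). The lactase-phlorizin hydrolase-like genes *BGIBMGA010811* and *BGIBMGA010812* were 7.36-fold (5.82 to 9.38) and 5.48-fold (4.92 to 6.12) higher. Of the glucose-methanol-choline oxidoreductases, *BGIBMGA013002* was 33.4-fold lower (20.7 to 57.9) and *BGIBMGA013009* 141-fold lower (68.4 to 353), both named by a hit in the monarch butterfly. The peptidase, a stubble-like serine proteinase (*BGIBMGA009743*), was 543-fold lower with 2 *nm2* reads (152 to 4565). A glucosamine-6-phosphate isomerase gene (*BGIBMGA009467*) was 9.50-fold lower (7.85 to 11.6) and cytochrome P450 6ae2 (*BGIBMGA013237*) 16.0-fold higher (11.2 to 23.3).

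Over the list of 25 genes with a BLAST name of this family, 5 were at least 2-fold higher, 8 at least 2-fold lower and 12 between. The genes of the list did not move one way. *BGIBMGA013002* and *BGIBMGA013009* carry BLAST names of hypothetical proteins, so they are not in this list, its counts or its median. The glucose dehydrogenase-like gene *BGIBMGA012997* went from 6.20 to 203 FPKM and its relative *BGIBMGA012863* from 33.2 to 0.16 FPKM. The median log2 difference was -0.06, and 0.12 with the median of all genes set to 0, with a percentile of 80.4 among matched random lists.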

*Hydrolase* is a gene superfamily including protein hydrolase, lipid hydrolase, glycoside hydrolase and nuclear acid hydrolase [26–28]. Because *nm2* cannot molt in the pre-molting stage of the 2^nd^ instar, the expression of hydrolases differed between the *nm2* mutant and the wildtype. 

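The hydrolase groups differed in direction. The chitinase genes that passed 2-fold were all lower in the *nm2* mutant, and the trypsin-like genes that passed were more often higher than lower. Of 11 chitinase and chitin deacetylase genes, which act on chitin, 6 were at least 2-fold lower and none was higher (median log2 difference -1.22), and of 5 beta-N-acetylglucosaminidase genes 4 were lower (median -1.27). A further chitinase gene (*BGIBMGA008709*) had 748 FPKM in the wildtype and 6.99 FPKM in the *nm2* mutant, and the N-acetylglucosaminidase gene *BGIBMGA005899* had 204.5 and 44.7 FPKM. Of 30 trypsin- and chymotrypsin-named genes, 12 were higher and 4 lower (median 0.56), with an alkaline A-like trypsin gene (*BGIBMGA010062*) at 716 and 2796 FPKM. The member with the largest increase is a chymotrypsin inhibitor gene (*BGIBMGA001983*, 157 and 922 FPKM), and the median without inhibitors, a list chosen after its values were seen, was 0.48.

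Of 69 serine protease and serpin genes, 15 were higher and 17 lower (median 0.19), and the largest differences were decreases, as for serpin 10 (*BGIBMGA010214*), an inhibitor, at 2396 and 23.8 FPKM and a stubble-like proteinase (*BGIBMGA008665*) at 129 and 0.12 FPKM. Carboxypeptidases and aminopeptidases had 16 of 57 genes higher and 13 lower, with aminopeptidase N (*BGIBMGA008060*) at 41.9 and 714 FPKM and a carboxypeptidase B-like gene (*BGIBMGA001891*) at 81.0 and 0.81 FPKM. Their median was -0.03 as listed and positive in the rescaling on the median gene (0.30) and on the housekeeping genes (0.02). Among matched random lists the chitinases lay at percentile 0.04, the N-acetylglucosaminidases at 0.66, and the trypsin, serine protease and peptidase lists at 99.99, 100 and 99.1. The trypsin and serine protease lists share 2 genes.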

The epidermis is one of the most important and largest tissues in insects, with the main function of protecting the insect from danger. The CPGs are a large family, with more than 1% of the genes in the insect genome encoding cuticular proteins [7]. 

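Genes named as cuticular proteins moved both ways in the *nm2* mutant, with more of them higher. Of 115 genes with such a BLAST name at 1 FPKM or more, 51 were at least 2-fold higher and 37 at least 2-fold lower in the *nm2* head than in the wildtype head. The putative cuticle protein gene *BGIBMGA005277* reached 32989.5 FPKM in the *nm2* mutant against 185 FPKM in the wildtype (178-fold, 95% counting interval 158 to 201), whereas another putative cuticle protein gene, *BGIBMGA005259*, had 2438 FPKM in the wildtype and 11.2 FPKM in the *nm2* mutant (217-fold lower, 160 to 301). The median log2 difference was 0.43, at the 100th percentile of matched random lists. It turned to -0.02 when every gene above 0 FPKM was kept, so its sign rests on genes that are expressed at 1 FPKM or more.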

Because the main phenotype of the *nm2* mutant is that it cannot molt in the pre-molting stage of the 2^nd^ instar, many CPGs might be differentially expressed in this mutant. Glucose is a molecule of prime importance, functioning as an energy substance, as a substrate for synthesizing other substances, as a component of glycoproteins and in recognition processes [29–31]. Glucose-methanol-choline oxidoreductase (GMC oxidoreductase) is homologous to *D*. *melanogaster* glucose dehydrogenase, *E*. *coli* choline dehydrogenase, *A*. *niger* glucose oxidase, *H*. *polymorpha* methanol oxidase and *B*. *sterolicum* cholesterol oxidase, which all contain a canonical ADP-binding beta alpha beta-fold close to their amino termini [32, 33]. Additionally, Chitin can bind cuticular proteins to form the cuticle, and chitin is synthesized from glucose [29]. In the *nm2* mutant, the ecdysone titer was lower than in the wildtype, and the mutant could be rescued by feeding with cholesterol. The lack of cholesterol might be related to cholesterol oxidase, which belongs to the GMC oxidoreductase family [33]. Chitin can combine with cuticular proteins to participate in the formation of the epidermis, and the *nm2* mutant accordingly cannot molt. In addition, the *nm2* mutant ingests smaller amounts of mulberry leaves and shows almost no development [15], which might be related to abnormalities in glucose metabolism.

### Differentially expressed genes in the juvenile hormone synthesis pathway

Juvenile hormone, a physiologically active substance produced in the corpora allata, has a variety of natural active forms. It plays roles in many physiological process, such as the maintenance of larval morphological traits, promotion of gonad maturity, adult diapause and pheromone production [34, 35]. Juvenile hormone always works together with ecdysone to regulate insect growth and development. 

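Over the 4 juvenile hormone genes of S1 Table, 1 was at least 2-fold higher in the *nm2* mutant, none was 2-fold lower and 3 lay between. *JHAMT* (*BGIBMGA010392*), which names the methyltransferase that completes the hormone, had 23.9 FPKM in the wildtype and 29.3 FPKM in the *nm2* mutant, a ratio of 1.22. *JHE* (*BGIBMGA013930*) had 82.7 and 118 FPKM, a ratio of 1.43, and *JHEH* (*BGIBMGA000772*) had 11.9 and 11.1 FPKM, a ratio of 0.928 that was 1.13 with the median of all genes set to 0. The deposited BLAST names of the last 2 are the reverse, an epoxide hydrolase for *JHE* and an esterase for *JHEH*, both degrading enzymes of the hormone. In the wider list of 24 genes with juvenile hormone in their BLAST name, 7 were higher and 4 lower (median log2 difference 0.34, percentile 99.9 of matched random lists). Its largest differences were in binding protein genes, *BGIBMGA003345* at 253 and 13.0 FPKM and *BGIBMGA011458* at 0.36 and 22.7 FPKM. *JHAMT*, *JHE* and *JHEH* are not in the authors' deposited table, and no counting interval could be computed for them.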

The results of the DGE and qRT-PCR analyses showed no obviously differentially expressed genes in the juvenile hormone biosynthesis pathway between the wildtype and the *nm2* mutant. 

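The gene listed as *JHDK* (*BGIBMGA008815*), for the kinase of juvenile hormone diol, had 214 FPKM in the wildtype and 472 FPKM in the *nm2* mutant. The ratio was 2.21, with a 95% counting interval of 1.96 to 2.48 from 407 and 967 recovered reads, and it stayed above 2 in each rescaling (2.15 to 2.68). The deposited BLAST name of this gene is calexcitin-2-like. By the paper's qRT-PCR the ratio is 0.677. The difference between these libraries has no replicate check.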

The key genes JHDH and JHDK were only slightly downregulated, without any significant difference (Fig 6A). Based on the above results, we speculated that the biosynthesis of juvenile hormone was not altered in the *nm2* mutant. The content of juvenile hormone also did not present a significant difference, which could be preliminarily verified by the finding that the characteristics of the *nm2* mutant exhibited no improvement after feeding with juvenile hormone (data not shown).

**Fig 6:**
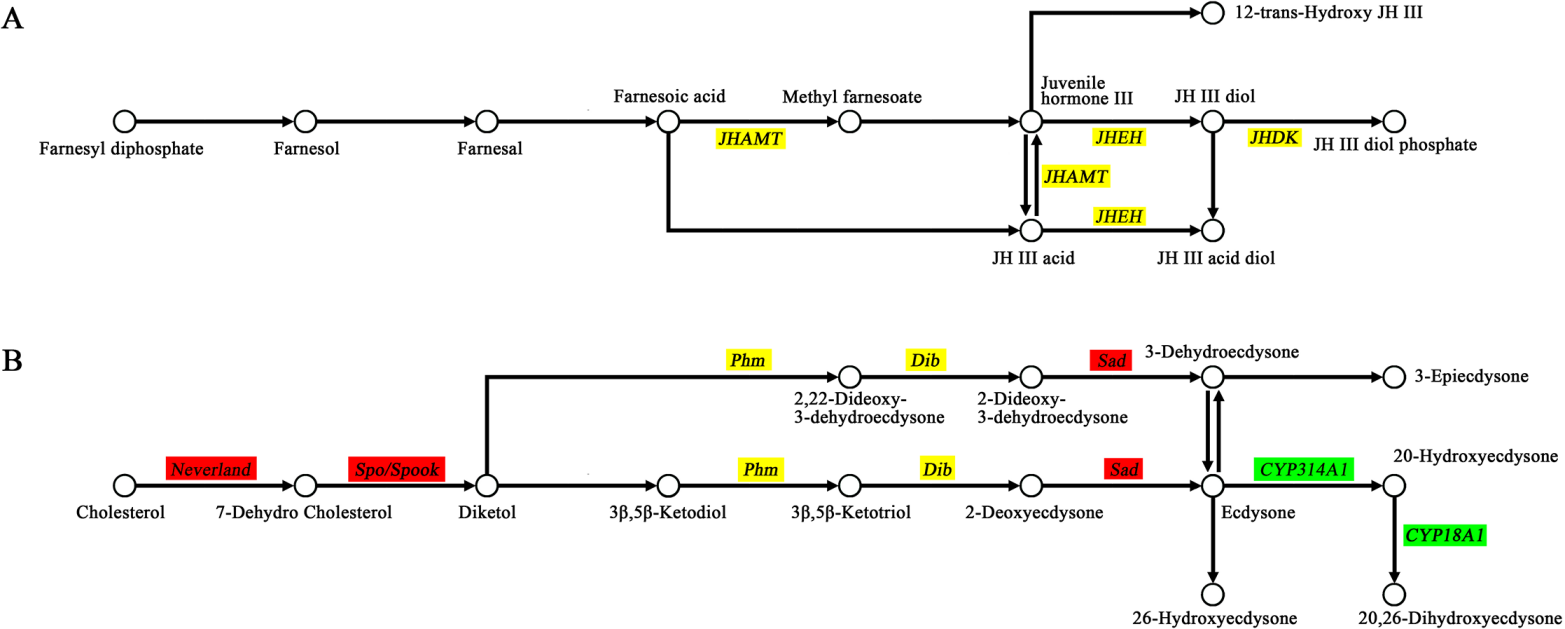
Synthesis pathways of juvenile hormone ^A^ and ecdysone ^B^. Genes with green background represent their downregulation and red for upregulation in *nm2* mutant, and yellow background represent no significant differences between C603 and *nm2*. Three key genes in the juvenile hormone biosynthesis pathway, *JHDH*, *JHDK* and *JHAMT*, were without any significant difference in the *nm2* mutant. In the ecdysone synthesis pathway, *neverland*, *spook* and *sad* were upregulated in the *nm2* mutant, and *CYP314A1* and *CYP18A1* were downregulated. There were no significant difference for *Phm* and *Dib*.

### Differentially expressed genes in the ecdysone synthesis pathway

Ecdysone is one of the most important hormones in metamorphosis during insect development. During the larval stages, ecdysone promotes the molting process in every stage, together with juvenile hormone. In the metamorphosis stage, ecdysone individually promotes metamorphosis [36]. The synthesis of ecdysone from the substrate cholesterol involves a series of halloween genes, and ecdysone then functions as the activated form 20-hydroxyecdysone (20E) [37]. It has been demonstrated that the 20E titer in the *nm2* mutant is significantly lower than in the wildtype. Additionally, the mutant characteristics can be rescued by feeding with 20E, cholesterol or 7-dehydrocholesterol (7dC) [15]. These results confirmed the lack of 20E in the *nm2* mutant, which might be caused by a lack of cholesterol.

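Among the 7 genes of ecdysone synthesis and breakdown in S1 Table, 2 lay above a ratio of 1 and 5 below it in the *nm2* head. At 2-fold or more, 1 was higher and 2 were lower. *dib* (*BGIBMGA000368*), a Halloween cytochrome P450 gene, had 1.75 FPKM in the wildtype and 1.30 FPKM in the *nm2* mutant, a ratio of 0.743, and *Phm* (*BGIBMGA006936*), another, had 7.72 and 7.47 FPKM, a ratio of 0.968. *Phm* lay above 1 in the rescaling on the median gene (1.18) and on the housekeeping genes (1.00), where *neverland* also passed 2-fold. Of the 7 genes, 5 are not in the authors' deposited table, so that no counting interval could be computed for them.

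**Figure D3:**
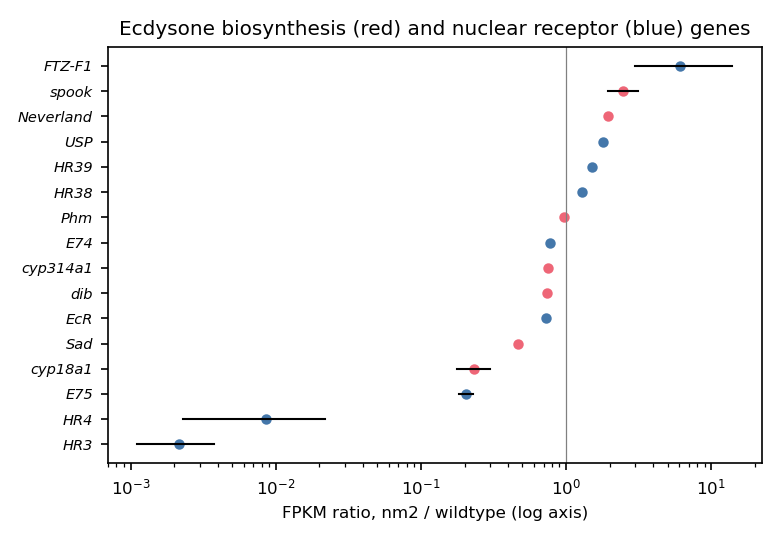
FPKM ratio of the *nm2* mutant to the wildtype on a log axis for the ecdysone biosynthesis genes (red) and nuclear receptor genes (blue) of S1 Table. Points are ratios of 1 library to 1 library, and horizontal lines are 95% counting intervals where reads could be recovered. The points run from 0.00216 for *HR3* to 6.08 for *FTZ-F1*.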

In the ecdysone synthesis pathway, *neverland*, *spook* and *sad* were found to be upregulated in the *nm2* mutant and *CYP314A1* and *CYP18A1* to be downregulated (Fig 6B). 

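*spook* (*BGIBMGA001753*), an early gene of the pathway, had 16.7 FPKM in the wildtype and 41.0 FPKM in the *nm2* mutant, a ratio of 2.46 with a 95% counting interval of 1.94 to 3.13 from 99 and 262 recovered reads. *neverland* (*BGIBMGA001678*), whose enzyme acts on cholesterol, had 2.89 and 5.60 FPKM. Its ratio was 1.94 as listed, 2.36 with the median of all genes set to 0 and 2.01 with the housekeeping genes set to no difference. *neverland* is not in the authors' deposited table.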

Because of the lack of 20E in the *nm2* mutant, early genes such as *neverland* (fold = 11.64) and *spook* (fold = 2.84) were observed to be upregulated in an attempt to increase the production of 20E, which is controlled by feedback regulation. Other genes in the ecdysone biosynthesis pathway also exhibited a slight increase expression, with the *sad* gene being particularly upregulated (5.47-fold). However, the upregulation of these genes could not rescue the absence of 20E because of the lack of cholesterol. Thus, very little ecdysone was transformed to 20E, and interestingly, we found that the *CYP314A1* gene (fold = 0.05), which plays a role in the conversion from ecdysone to 20E [37, 38], was markedly downregulated in the *nm2* mutant. 

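By DGE the *sad* gene (*BGIBMGA005496*) had 2.17 FPKM in the wildtype and 1.01 FPKM in the *nm2* mutant, a ratio of 0.465, or 0.566 with the median of all genes set to 0. The paper's qRT-PCR ratio in S1 Table is 5.47. The gene lies near the lower end of the FPKM range in both libraries and its reads could not be recovered, so the precision of the FPKM ratio is unknown.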

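By DGE *CYP314A1* (*BGIBMGA010239*) had 20.8 FPKM in the wildtype and 15.6 FPKM in the *nm2* mutant. The ratio of 0.750, or 0.912 with the median of all genes set to 0, stayed below 1 in each rescaling. The gene is not in the authors' deposited table of differentially expressed genes, and the paper's qRT-PCR ratio is 0.0483.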

The *CYP18A1* gene was also downregulated (0.43-fold) because of the lack of 20E (shown in Table 2 and Fig 6B).

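*CYP18A1* (*BGIBMGA006916*), whose enzyme inactivates 20E, had 48.9 FPKM in the wildtype and 11.3 FPKM in the *nm2* mutant by DGE. It was 4.33-fold lower, with a 95% counting interval of 3.34 to 5.67 from 293 and 73 recovered reads.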

### Differentially expressed genes in the chitin synthesis pathway

Chitin, whose main component is glycosaminoglycan [39], forms the cuticle of the insect epidermis, trachea and peritrophic membrane of digestive tube, by binding proteins to protect the insect from damage [40]. The synthesis of chitin begins with glucose, which is ultimately converted to UDP-N-acetylglucosamine [29]. Chitin synthesis is a complex process, and many enzymes function in this pathway [41]. We chose three key enzymes for analysis: glucose-6-phosphate isomerase (*G6PI*), glutamine: fructose-6-phosphate-aminotransferase (*GFPA*) and UDP-N-acetylglucosamine pyrophosphorylase (*UNAP*), of which UNAP is the rate-limiting enzyme [41]. In the chitin metabolism pathway, after chitin is degraded to oligomers via chitinase, β-N-acetyl-glucosaminidase (*NAG*) converts the oligomers to monomers [42]. 

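The chitin genes of S1 Table did not move together. *UNAP* (*BGIBMGA001609*) had 11.7 FPKM in the wildtype and 30.4 FPKM in the *nm2* mutant, a ratio of 2.59 with a 95% counting interval of 1.93 to 3.52. *NAG* (*BGIBMGA011646*), which acts in the breakdown of chitin, had 39.3 and 15.7 FPKM and was 2.504-fold lower (2.01 to 3.13). *GFPA* (*BGIBMGA007517*) had 20.9 and 30.7 FPKM, a ratio of 1.47, and *G6PI* (*BGIBMGA004221*) had 85.3 and 73.7 FPKM, a ratio of 0.863 that was 1.05 with the median of all genes set to 0. The paper's qRT-PCR ratios are 1.33 for *UNAP* and 0.630 for *NAG*. In the list of 16 chitin synthesis genes fixed by BLAST name, 3 were at least 2-fold higher, 3 at least 2-fold lower and 10 between (median log2 difference -0.35, percentile 37.0 of matched random lists). With a minimum of 5 FPKM in place of 1 its median was -0.68, at percentile 2.02, so its place among random lists depends on that limit. Chitin synthase B (*BGIBMGA002960*) had 8.00 and 20.2 FPKM, and a phosphoacetylglucosamine mutase-like gene (*BGIBMGA010846*) 28.8 and 7.82 FPKM. The largest increase in the list, trehalase (*BGIBMGA005664*, 41.7 to 207 FPKM), belongs to an enzyme that supplies glucose and does not build chitin itself.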

The results of DGE and qRT-PCR showed no obviously differences between *nm2* and the wildtype, which indicated that the synthesis of chitin occurred normally and that the content of chitin might remain at a normal level in the *nm2* mutant. Chitin can bind cuticular proteins to participate in epidermis construction following the appropriate signal, which is consistent with the finding that the *nm2* mutant can be rescued by feeding 20E.

### Differentially expressed cuticle protein genes

The epidermis is an important insect organ that can protect the insect from harm. The epidermis is prerequisite for growth, reproduction and adaptation to the complex and changeable living environment experienced by insects [7, 43]. In the insect genome, there are many *CPG*s, encoding a variety of cuticular proteins, and there are at least 200 *CPG*s in the silkworm [7, 8]. 

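Among the *CPG*s of the silkworm that were listed in the deposited table, more had a higher FPKM in the *nm2* mutant than in the wildtype. A gene counts as higher or lower here by any difference in FPKM, without a limit, and 61 of the expressed genes were under 5 FPKM in both libraries. The RR-1 cuticular protein gene *BGIBMGA000337*, for example, had 3.63 FPKM in the wildtype and 2.81 FPKM in the *nm2* mutant.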

The analysis of 208 *CPG*s between *nm2* and the wildtype showed that 59 *CPG*s were not expressed in the wildtype and *nm2*; 81 *CPG*s were upregulated in *nm2*; and 68 *CPG*s downregulated (S5 Table). After removing 61 genes exhibiting low expression, with an FPKM<5, in both the wildtype and *nm2*, 56 genes were upregulated, and 32 genes were downregulated in *nm2*. 

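Cuticular protein transcripts took a larger amount of the *nm2* library. Over the 88 *CPG*s at 5 FPKM or more in a library, the summed FPKM was 35758 in the wildtype and 154227 in the *nm2* mutant, a ratio of 4.31. Of these genes 56 were higher and 32 lower. A limit of 20 FPKM in place of 5 left 19 lower genes, and no limit gave 68, while the higher genes stayed within 1.5 times their number.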

Considering genes showing a fold-change ≥2, ≥5 or ≥10 led to the identification of 48, 33 and 21 upregulated genes and 30, 26 and 23 downregulated genes in *nm2*, respectively (see Fig 7). 

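The higher *CPG*s included neighbouring RR-1 genes of one cluster. RR-1 motif 42 (*BGIBMGA000328*) went from 108 FPKM in the wildtype to 4637 FPKM in the *nm2* mutant, and RR-1 motif 28 (*BGIBMGA000341*) from 136 to 2722 FPKM. Among the genes under 10-fold, RR-1 motif 40 (*BGIBMGA000331*) went from 48.0 to 211 FPKM. At 10-fold or more, 21 genes were higher and 23 lower, so that the largest differences were about evenly split, whereas at 2-fold the higher genes were in the majority. With 1 FPKM added to each value, 18 genes were at least 10-fold higher and 19 at least 10-fold lower.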

Based on the *CPG* statistics, we identified many *CPG*s that were expressed differentially between the wildtype and *nm2*, including many genes exhibiting very large differences. 

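The largest increases included RR-1 and hypothetical cuticular protein genes. Besides the genes *BGIBMGA002548*, *BGIBMGA011765* and *BGIBMGA005277*, cuticular protein hypothetical 26 (*BGIBMGA011767*) went from 1.96 to 511 FPKM (261-fold with 3 wildtype reads, 95% counting interval 74.2 to 1059). The gene model *BGIBMGA014293* has identical values, so the reads cannot be assigned to either of them. RR-1 motif 3 (*BGIBMGA005278*) went from 24.4 to 1259 FPKM (51.6-fold, 37.3 to 73.4). Among the genes that went down were cuticular protein hypothetical 33 (*BGIBMGA004780*), with 119.9 FPKM in the wildtype and listed at 0 in the *nm2* mutant (at least 65.7-fold lower), hypothetical 19 (*BGIBMGA011761*, 295-fold lower with 1 *nm2* read, 52.5 to 11699.8), glycine-rich 7 (*BGIBMGA008465*, 129-fold lower with 3 *nm2* reads, 44.1 to 633) and RR-2 motif 133 (*BGIBMGA013915*, at least 23.3-fold lower).

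**Figure D4:**
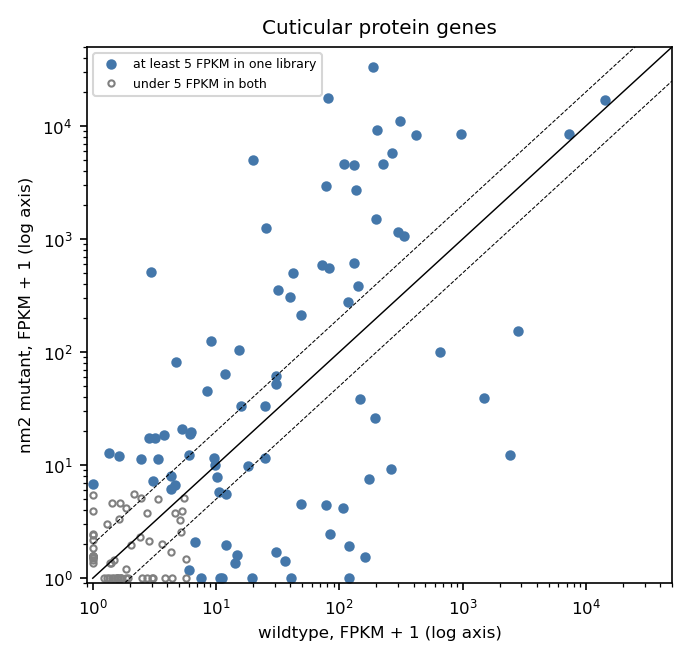
FPKM + 1 of the *CPG*s in the wildtype on the x axis and in the *nm2* mutant on the y axis, both on log axes. Filled points are the 88 genes at 5 FPKM or more in a library, open points are the 61 under 5 FPKM in both, the solid line marks equal values and the dashed lines 2-fold differences. By the ratio of FPKM, 48 of the filled points are at least 2-fold higher and 30 at least 2-fold lower.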

Many *CPG*s have ecdysone binding sites, and their expression is regulated by the ecdysone titer [44–47]. The ecdysone titer was lower in the *nm2* mutant than in the wildtype, and *CPG*s controlled by ecdysone were therefore expressed differentially.

**Fig 7:**
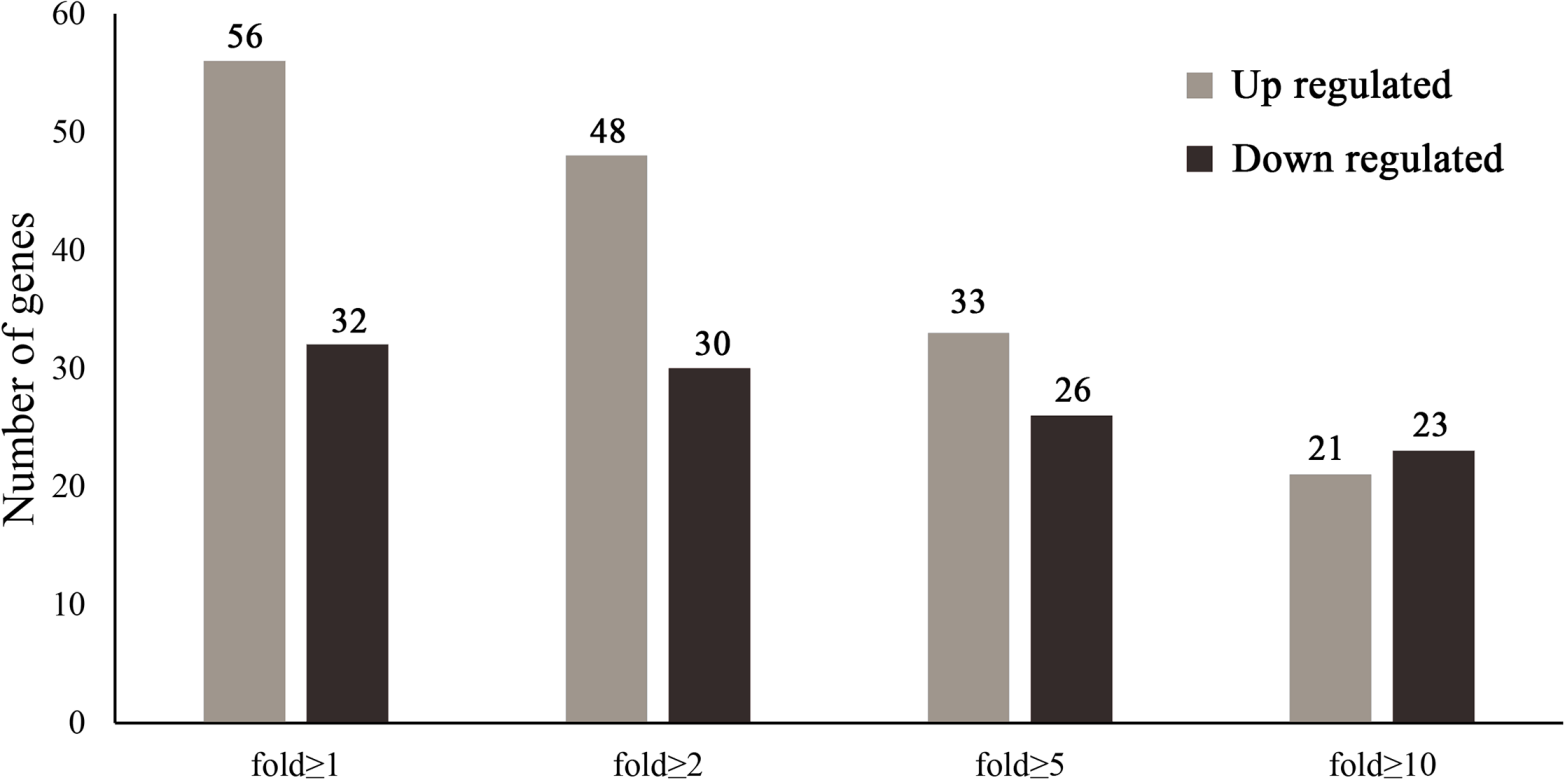
Expression of cuticle protein genes. Many *CPG*s were expressed differentially between *nm2* and C603, with more than 20 differentially expressed genes showing a fold-change of 10 or greater.

### Differentially expressed ecdysone-induced nuclear receptor genes

The nuclear receptor gene superfamily consists of transcription factors that participate in many biological processes, including molting metamorphosis, embryonic development, cell differentiation, reproduction and other physiological processes [9, 48], and many nuclear receptor genes are involved in the ecdysone-induced signaling pathway. Ashburner [49] first established this signaling pathway in 1973; after verification by a number of scholars, Bonneton et al. [50] amend the pathway in 2008. In this pathway, early genes such as *E75*, *Broad*, *E74*, *E93* and *HR39* are first activated after the binding of 20E and EcR-Usp heterologous dimers, followed by the activation of early-late genes such as *HR3*, *HR4*, *HR38* and *E78* and, finally, the activation of late genes, by amplifying the activation signal through βFTZ-F1. 

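*HR3* and *HR4*, early-late genes of the 20E response, were nearly lost from the *nm2* library. The *HR3* gene of S1 Table (*BGIBMGA009688*) had 773 FPKM in the wildtype and 1.67 FPKM in the *nm2* mutant, 463-fold lower with a 95% counting interval of 265 to 898. Its BLAST hit is a monarch butterfly hormone receptor, and the adjacent gene number, *BGIBMGA009687*, carries the silkworm hormone receptor 3 name and was listed at 0 in the *nm2* mutant. *HR4* (*BGIBMGA007888*) had 55.3 and 0.47 FPKM, 118-fold lower (45.4 to 432). The early gene *E75* (*BGIBMGA006839*) had 217 and 44.2 FPKM, 4.91-fold lower (4.39 to 5.50). *EcR* (*BGIBMGA006767*) and *USP* (*BGIBMGA006183*), the partners that bind 20E, had ratios of 0.727 and 1.80, and *E74* (*BGIBMGA007970*) 0.777. *USP* alone among these passed 2-fold in a rescaling, at 2.19 with the median of all genes set to 0.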

By analyzing silkworm nuclear receptor genes [51], we found that the key gene *βFTZ-F1* was significantly upregulated (5.04-fold); the early-late genes *HR3* and *HR4* were significantly downregulated; and no significant difference was observed for other nuclear receptor genes, with usp being slightly upregulated, whereas the others were slightly downregulated (Table 2).

*βFTZ-F1* is expressed in late embryonic development and in the larval and pupal stages at each developmental transition in insects and is controlled by 20E. *βFTZ-F1* expression significantly increases when the 20E titer is low [52]. In addition, *βFTZ-F1* promotes ecdysone biosynthesis during molting [53]. In the *nm2* mutant, the 20E titer is much lower than in the wildtype, and the mutant can be rescued by feeding with 20E. 

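*FTZ-F1* (*BGIBMGA000716*) was low in both libraries and higher in the *nm2* mutant, with 1.5 FPKM in the wildtype and 9.12 FPKM in the *nm2* mutant. The ratio of 6.08 has a 95% counting interval of 3.00 to 14.0 from 9 and 59 recovered reads. The difference has no replicate check.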

A low 20E titer causes an increase in βFTZ-F1, which is consistent with the significant upregulation of *βFTZ-F1* observed in the *nm2* mutant. The functions of *HR3* and *HR4*, which are early-late genes in the ecdysone-induced signaling pathway, are similar in the activation of relatively late genes. *HR3* is closely related to insect molting [54], and *HR4* is involved in ovum formation [55]. The *nm2* mutant is non-molting in the 2^nd^ instar, which might be related to downstream genes regulated by *HR3* and *HR4*. 

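The share of *CPG*s that were higher is given here by family, a grouping by BLAST name chosen after the table was seen, and no test between families was run. Of 25 RR-1 and larval cuticle protein genes at 5 FPKM or more in a library, 17 were at least 2-fold higher and 5 at least 2-fold lower in the *nm2* mutant, with a median log2 difference of 2.11. Of 12 RR-2 genes, 5 were higher and 6 lower (median -0.35), and of 27 hypothetical, glycine-rich and tweedle genes, 14 were higher and 9 lower (median 1.04). These counts use FPKM with 1 added. By the plain ratio, RR-2 motif 90 (*BGIBMGA000274*, 29.7 and 60.3 FPKM) and hypothetical 15 (*BGIBMGA011726*, 3.34 and 7.07 FPKM) are also at least 2-fold higher. Genes named only as putative cuticle proteins, such as *BGIBMGA005277* and *BGIBMGA005259*, are in none of these families. RR-1 proteins are known mainly from soft cuticle and RR-2 proteins from hard cuticle. The sign of the RR-2 median and of the others was the same in each rescaling.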

The DGE results showed many *CPG*s were differentially expressed between the wildtype and *nm2*, and these *CPG*s might be controlled by *HR3* and *HR4* and be differentially expressed along with the downregulation of *HR3* and *HR4*.

### BmCPG10 is upregulated in the *nm2* mutant

An approximately 217 bp deletion in the open reading frame (ORF) of the *BmCPG10* gene was found to be the key cause of the *nm2* mutant phenotype. The results of a semi-quantitative reverse-transcription polymerase chain reaction (RT-PCR) analysis showed *BmCPG10* to be highly expressed in the wildtype C603 and not expressed in the *nm2* mutant [15]. However, our DGE results indicated that *BmCPG10* was upregulated in the *nm2* mutant (see Table 2). 

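The increase of *BmCPG10* by DGE rests on 240 wildtype reads and 613 *nm2* reads of a gene model with a coding length of 579 bases. The ratio of 2.37 has a 95% counting interval of 2.04 to 2.76 and lay between 2.31 and 2.88 in the rescalings. The paper states that the deleted sequence is absent from the *nm2* mutant, so no *nm2* reads of the gene are expected there. Wildtype reads can cover the whole model. Both counts are divided by the length of the whole model, so the ratio and its interval can understate the difference over the retained sequence. By how much could not be computed, since the table holds a value per gene model and not per position.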

After analyzing *BmCPG10* in the *nm2* mutant, we found that the RT-PCR primers targeted the mutant region where the 217 bp deleted sequence was located, which resulted in the false observation that *BmCPG10* was not expressed in the *nm2* mutant because the 217 bp deleted sequence did not exist in the *nm2* mutant, leading to the absence of an RT-PCR product. Hence, we used a pair of primers targeting the normal region of the gene for qRT-PCR, and the results showed that *BmCPG10* was indeed upregulated in the *nm2* mutant (Table 2).

### Possible formation mechanism of the *nm2* mutant

According to previous research, cuticular proteins are thought to be regulated by the 20E titer, as late genes in the ecdysone-induced signaling pathway [56]. When the 20E titer reaches a threshold value, 20E combines with the ecdysone receptor and promotes a series of genes, including a series of *CPG*s, to complete the molting process [57, 58]. A large number of genes in the ecdysone-induced signaling pathway were expressed abnormally because of the low titer of 20E in the *nm2* mutant. The *nobo* gene is essential for ecdysteroid biosynthesis via regulating the behavior of cholesterol [59], and this gene was found to be slightly upregulated. 

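Across the 13 genes with an ecdysteroid or ecdysis name, 1 was at least 2-fold higher, 3 at least 2-fold lower and 9 between (median log2 difference -0.59, percentile 8.57 of matched random lists). Ecdysteroid-phosphate phosphatase (*BGIBMGA005052*), which frees stored ecdysteroid, had 125 FPKM in the wildtype and 35.8 FPKM in the *nm2* mutant, and an ecdysteroid-regulated 16 kDa protein gene (*BGIBMGA008405*) had 291 and 83.3 FPKM. Another of the list, the ecdysis triggering hormone receptor (*BGIBMGA002244*, 5.53 and 2.05 FPKM), responds to a neuropeptide and not to the steroid. Of 20 genes of sterol and lipid transfer, 4 were higher and 5 lower (median -0.11, or 0.17 with the median of all genes set to 0), with the scavenger receptor class B-like gene *BGIBMGA013436* at 1.18 and 11.5 FPKM. That list lay at percentile 83.3 of its random lists. With a minimum of 5 FPKM its median was 0.18, at percentile 98.9, so neither its sign nor its place is settled.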

Most genes in the ecdysone synthesis pathway were upregulated, while the *CYP314A1* gene, catalyzing the transformation from ecdysone to 20E, was markedly downregulated. The nuclear receptor genes in the ecdysone-induced signaling pathway were also expressed differentially, with most of these receptor genes being downregulated, except for *FTZ-F1* and *USP*.

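Of the 9 nuclear receptor genes of S1 Table, 4 had a ratio above 1 and 5 a ratio below 1 by DGE. At 2-fold or more, 1 was higher and 3 were lower. *HR38* (*BGIBMGA002964*) and *HR39* (*BGIBMGA007914*) were on the higher side, with 3.34 and 4.28 FPKM (ratio 1.28) and 4.19 and 6.34 FPKM (ratio 1.51), at low expression in both strains. The BLAST name of the *HR39* gene is nuclear hormone receptor FTZ-F1 beta. The paper states that many genes of the ecdysone-induced signaling pathway were expressed abnormally because the titer of 20E was low.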

The previous research confirmed that the cuticular protein gene *BmCPG10* is responsible for the phenotype of the *nm2* silkworm mutant. The 20E titer in *nm2* is lower than that in the wildtype, and the *nm2* mutant can be rescued by feeding with 20E [15], indicating that the 20E titer is regulated by *BmCPG10* to some extent. However, *CPG*s always act as effectors in the ecdysone-induced signaling pathway [2, 56]. Based on these findings, we conjecture that *BmCPG10* might be endowed with new functions. A possible mechanism underlying the development of the *nm2* mutant phenotype is suggested in Fig 8.

**Fig 8:**
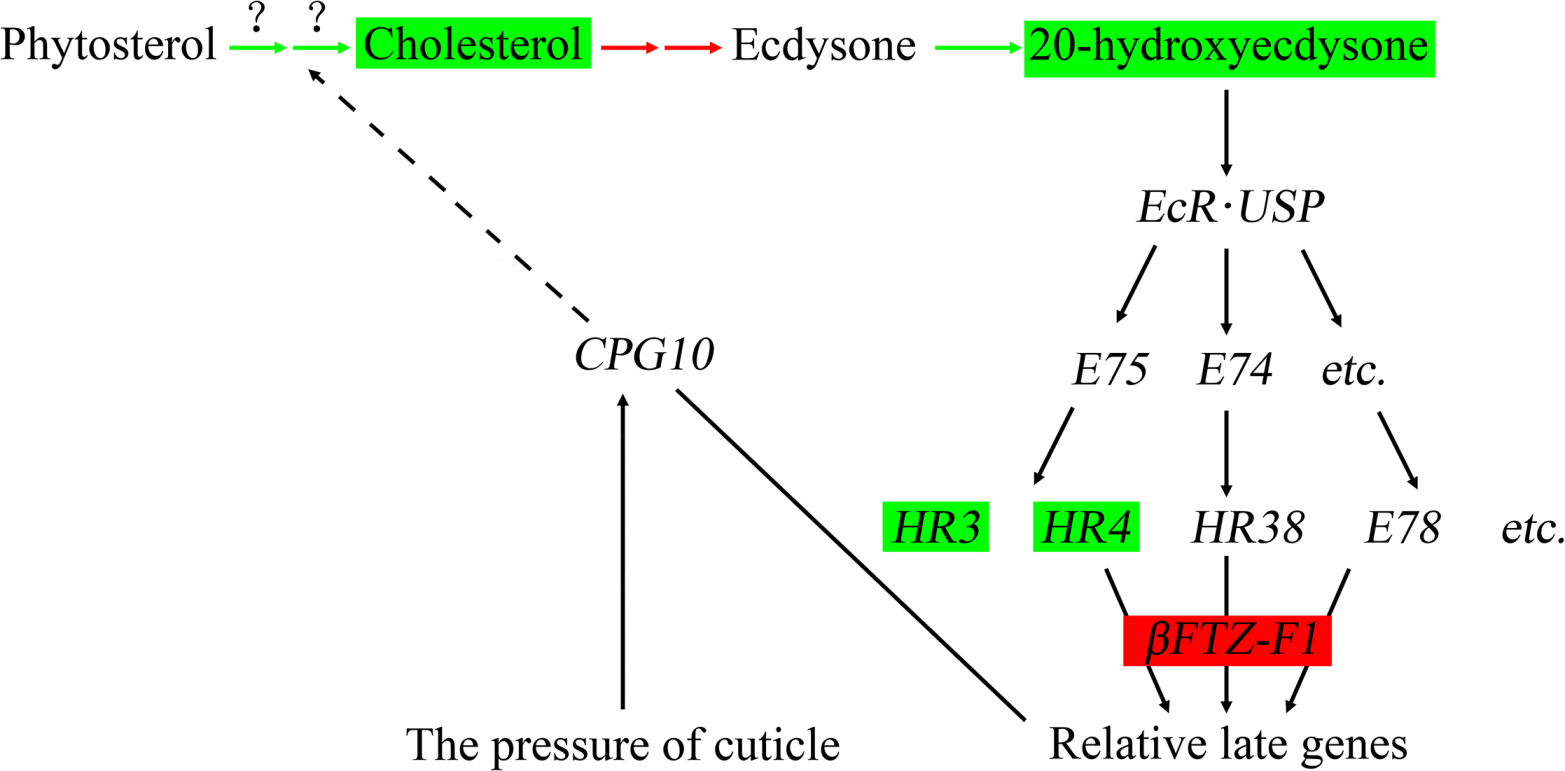
The ecdysone-induced signaling pathway. The 20E titer in the *nm2* mutant was lower than in the wildtype, leading to upregulation of ecdysone biosynthesis genes and downregulation of *CYP314A1*, which takes part in the conversion from ecdysone to 20E. Two nuclear receptor genes, *HR3* and *HR4*, were markedly downregulated, whereas the key nuclear receptor gene *βFTZ-F1* was significantly upregulated. *BmCPG10* might act as an EPDFP monitor to regulate the molting process by controlling the biosynthesis of ecdysone.

The cuticle of insects does not exhibit elasticity and cannot grow with the growth and development of larvae. Therefore, molting must occur every time the cuticle is no longer sufficiently large to accommodate the growth and development of larvae [60]. In the molting process, molting hormone and juvenile hormone play key roles. Additionally, illumination, temperature, nutrition and the expansion pressure and distraction forces of polypides (EPDFP) can promote the process of molting [61, 62]. However, the possible mechanism promoting molting is still unclear. We speculate that *BmCPG10* is one type of molting promoter that may monitor EPDFP. When EPDFP occurs at a low level, *BmCPG10* is highly expressed, but when EPDFP reaches a threshold value, the expression of *BmCPG10* declines to a low level; during this process, the molting process is promoted. Furthermore, *BmCPG10* is necessary for cholesterol generation via ecdysteroid synthesis or ecdysteroid transportation. In the *nm2* mutant, the function of *BmCPG10* is lost, and it cannot play the role monitoring EPDFP. Hence, when the silkworm larvae meet the requirements for molting in the 2^nd^ instar, *BmCPG10* cannot respond to EPDFP, and the expression of *BmCPG10* remains at a high level (3.56-fold); thus, the molting process is not promoted. In the 1^st^ instar, another CPG might act as the EPDFP monitor to promote the first molt, explaining why the phenotype of non-molting in the 2^nd^ instar occurs in the *nm2* mutant.

## Conclusion

Several ecdysone synthesis genes were found to be significantly upregulated in *nm2* as a result of a lack of 20E, while *CYP314A1* is significantly downregulated in *nm2* due to a lack of ecdysone. 

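The *CPG*s at 5 FPKM or more made up 3.10% of the summed FPKM of the wildtype head and 13.0% of that of the *nm2* head. Of these genes 6 were listed at 0 in the *nm2* mutant and 1 was listed at 0 in the wildtype. The shares come from 1 library of each strain.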

As the effectors of the ecdysone-induced signaling pathway, many CPGs, including the mutated *BmCPG10* gene of the *nm2* mutant, are expressed differentially between the wildtype and *nm2*. Three ecdysone-induced nuclear receptor genes (*FTZ-F1*, *HR3* and *HR4*) are greatly affected by the lack of 20E.

## Supporting information

S1 Table Primers for qRT-PCR, functional description and qRT-PCR and FPKM results.

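S1 Table gives for each primer pair the gene model, its function, the FPKM and the relative expression by qRT-PCR in both strains, with the ratio of the *nm2* mutant to the wildtype. For all 39 genes with both measures, the FPKM in it equal those of the deposited table of all genes. The *nobo* rows carry no FPKM and no gene model.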

S2 Table FPKMs of all genes in *nm2* and C603.

S3 Table Differentially expressed genes between *nm2* and C603.

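S3 Table lists the genes past both thresholds with their FPKM, ratio, P-value and FDR. The largest P in the deposited version is 0.000233, at an FDR of 0.000944. When the test of Audic and Claverie was run again on the recovered reads, the logarithm of P was within 1% of the authors' value for 96.1% of 1478 genes, the genes with the very smallest P being left out. A gene with 0 FPKM is entered in the table at 0.01 FPKM, which is the case for 62 genes in the *nm2* mutant and 20 in the wildtype, so the ratios of these genes depend on that value.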

S4 Table GO enrichment and KEGG enrichment analyses of differentially expressed genes.

S5 Table Expression of cuticular protein genes.

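S5 Table holds the 208 *CPG*s, of which 149 have FPKM above 0 in at least 1 library. For all 149 these equal the deposited FPKM. The numeric entries in its log2 column, 132 in all, equal the plain ratio of the *nm2* mutant to the wildtype. The table marks 71 genes as up, 56 as down and 22 as not different.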

How the deposited data were processed for this re-analysis (not part of the article)

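Heads of 2nd instar pre-molting larvae were sequenced as 1 library of the wildtype C603 and 1 library of the *nm2* mutant, each a pool of 6 larvae. The authors removed adapter reads, aligned the 12912619 wildtype and 12900347 *nm2* clean reads of 49 bases to the silkworm genome and gene set, estimated abundance with RSEM and deposited a table of FPKM for 12376 genes. They also deposited the genes past an FDR of 0.001 and an absolute log2 ratio of 1 by the test of Audic and Claverie, the GO and KEGG enrichment of these genes, and tables of read quality and mapping. Mapping rates and base quality are percentages that the authors computed from the reads, as deposited. FPKM summed to 1152276 in the wildtype and 1183496 in the *nm2* mutant. In the table of differentially expressed genes a 0 had been replaced with 0.01 FPKM.

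Starting from the FPKM, log2((*nm2* + 1)/(wildtype + 1)) was computed with a pseudocount of 1 FPKM. A gene was counted as higher or lower at 5 FPKM or more in a library and an absolute log2 value of 1 or more. With no replicates there was no test between strains and no P across genes. On data simulated with counting error alone, 23 of 12376 genes passed this rule. Every gene was given the median coding length of the 1727 differentially expressed genes in that simulation. Shorter genes have fewer reads at the same FPKM, so 23 can be too low for the real lengths. Reads per gene could be recovered for the 1727 genes with a listed coding length, by a search for the library total that makes FPKM times length a whole number of reads, with 36 bases taken off the length. Ratios of these genes have 95% intervals from an exact conditional binomial, and a gene at 0 was given a floor of 3 counts. Both cover counting error only. On simulated data the search found the library totals. On reads simulated with counting error alone at the means of the 1727 genes, the test called 36% of the genes changed 2-fold and 93.5% of those changed 4-fold, with 0 unchanged genes called. A gene changed 2-fold lies at the limit of the log2 threshold. No spread between pools was simulated, so these shares do not describe a comparison of strains.

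Gene groups were 37 lists of BLAST names fixed before the deposited data were examined, when values in the paper's tables had been seen in part. They were cuticular proteins, chitinases and chitin deacetylases, beta-N-acetylglucosaminidases, chitin synthesis, trypsin- and chymotrypsin-like proteases, serine proteases and serpins, carboxypeptidases and aminopeptidases, lipases, antimicrobial peptides, pattern recognition proteins, the prophenoloxidase system, tanning enzymes, proteasome subunits, heat shock proteins, cytosolic and mitochondrial ribosomal proteins, histones, cytochrome P450, glutathione S-transferases, UDP-glucosyltransferases, carboxylesterases, fatty acid desaturases, elongases and reductases, sterol and lipid transfer, juvenile hormone binding and metabolism, ecdysteroid-named genes, 30K lipoproteins, storage, silk, peritrophic matrix, vacuolar ATPase, muscle, neuronal, odorant-binding and chemosensory proteins, opsins, glucose-methanol-choline oxidoreductases, sugar transporters and DNA replication. Genes at 1 FPKM or more in a library were used, and each list median was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. On lists drawn from data simulated without any difference, 5.1% lay outside the 2.5th to 97.5th percentile. Lists drawn at random and ranked among random lists give about this share in any data. The value checks the computation only and does not cover lists of related genes.

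The genes named in the text were set by a rule. They were every gene the paper names in its text or S1 Table, the 10 largest and 10 smallest log2 values of all genes, the 5 largest and 5 smallest of the *CPG*s, and up to 4 members of each group or pathway with the largest absolute difference. Values in the paper's tables had been seen in part when this rule was written. Other genes are named where the text says so. Neighbouring genes were compared in windows of 11 genes in the order of the RefSeq genes on the silkworm assembly ASM3026992v2, against 1000 shuffled orders. Of the gene models, 4672 were matched to a RefSeq gene, and 4081 RefSeq genes at 1 FPKM or more were ordered. Neighbours are next to each other among these, and other gene models can lie between them.

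The alternatives were rescaling to a sum of 1000000 (TPM), rescaling to a median log2 ratio of 0 among genes at 5 FPKM or more in both libraries, rescaling on the 3 housekeeping genes, other pseudocounts (0.1 and 0.01 FPKM, or 1 FPKM where the main value had none), other limits on low FPKM (none, 1, 5 or 20 FPKM), limits of 0.5 and 1 FPKM for an expressed gene, and stricter tests for the genes at the paper's thresholds. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The reads were not aligned again, and the *nobo* gene was left out because it has no FPKM.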

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

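The gene groups in this part stood out in genes that the paper does not discuss. All tests of an explanation given here were chosen after the result had been seen, as were the list of Osiris genes, the abundant fat body genes, the antimicrobial peptides away from the Osiris run and the narrowed storage protein list.

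A run of 12 genes, neighbours among the 4081 that could be placed in order, holds osiris 7, 9 and 18, genes of a family expressed in epithelia that make cuticle. The run was nearly silent in the *nm2* mutant, with a lowest window median of -6.63 on the log2 scale against -2.45 for the lowest of 1000 shuffled gene orders. A deletion or other defect of the run itself cannot account for osiris 19 (*BGIBMGA010716*) and osiris 20 (*BGIBMGA010717*), which lie outside it and had a median log2 difference of -5.99, and within the run it stays open, since the 39 *nm2* reads (25747 in the wildtype) could come from similar genes. Whether the *nm2* pool held less epidermal RNA cannot be told from the cuticular protein genes. Their summed FPKM was 4.31 times that of the wildtype, but 56 of those at 5 FPKM or more were higher and 32 lower. The paper states that the ecdysone titer regulates many of these genes, so their sum is no fixed measure of epidermis. A biological explanation, that the wildtype larvae were further in the molt when the heads were taken, may hold, but stage and strain cannot be told apart with 1 pool each. Of the 9 nuclear receptor genes of the 20E response, 3 were at least 2-fold lower, *FTZ-F1* was 6.08-fold higher and 4 had a ratio above 1. The paper states that *FTZ-F1* expression rises when 20E is low, so opposite directions among these genes do not decide for or against a difference in stage.

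Antimicrobial peptide genes had a median log2 difference of -2.44, with 17 of 23 genes at least 2-fold lower and 3 at least 2-fold higher, at percentile 0 of matched random lists. All 8 cecropin, both attacin and both enbocin genes were lower, such as the cecropin-B gene *BGIBMGA000021* at 620.5 and 13.1 FPKM, while the higher members are 3 moricin B3 genes with identical values. Among the lower members, the cecropin-B models *BGIBMGA000036* and *BGIBMGA000038* also have identical values (41.6 and 13.2 FPKM) and are counted separately. Reads shared between near-identical copies would leave the sum unchanged, but the summed FPKM of the list had a ratio of 0.0808. As to less fat body RNA, the 6 members of the 30K and storage protein lists at 500 FPKM or more in the wildtype had a lowest log2 difference of 0.32. The weakly expressed arylphorin-like *BGIBMGA008860* and vitellogenin-2-like *BGIBMGA005196* genes were lower (-2.28 and -2.27). Regulation of these genes cannot be separated from the amount of fat body, so they do not decide the question. Of the 23 genes, 8 (6 cecropin genes, *BGIBMGA000021* among them, and both enbocin genes) lie beside the Osiris run, with a median of -4.14 against -1.80 for the 15 elsewhere, so the difference of these 8 cannot be separated from that of the run. An immune response in the wildtype pool may account for the difference and cannot be told apart from the strain with 1 pool each, and the pattern recognition genes had a median of -0.42.

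The median gene was slightly lower in the *nm2* mutant, at -0.28 on the log2 scale over 7607 genes, and of the genes past the rule of size 62.9% were lower, or 44.7% with that median set to 0. A larger share of the *nm2* FPKM in the most abundant genes may account for the shift. With the libraries rescaled to one sum, the median of -0.32 went to -0.23, -0.17 and -0.13 with the 10, 20 and 50 most abundant genes left out and to -0.0734 with 100 left out, which hold 40.3% of the wildtype and 49.8% of the *nm2* FPKM, so more than the top few genes are needed. Whether strain or stage adds to the shift cannot be told from 1 library each.

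Of the 37 lists, 17 lay above and 6 below the middle 95% of their matched random lists. For lists of genes drawn at random, 1.85 would be expected outside. A place outside is thus common among these lists, whose genes are related by name and were not drawn at random. The median log2 difference was 1.51 for the prophenoloxidase system, -1.03 for proteasome subunits, -0.67 for mitochondrial ribosomal proteins, 0.59 for UDP-glucosyltransferases and 0.61 for carboxylesterases. It was 1.04 for fatty acid desaturases, elongases and reductases, 1.74 for 30K lipoproteins, 1.09 for storage proteins, 0.74 for odorant-binding and chemosensory proteins and 0.29 for sugar transporters. Some of these sizes depend on the setting, although under the alternatives set beforehand each of these 10 lists kept its sign and its place beyond the middle 95% of random lists. With no minimum the 30K median was 0.56, with a pseudocount of 0.1 FPKM that of odorant-binding and chemosensory proteins was 1.25. Without microvitellogenin and fibrohexamerin the storage protein median was 0.18, and the place of that narrowed list among random lists was not computed. With the median gene set to 0 the mitochondrial ribosomal median was -0.40 and the sugar transporter median 0.52, and with a minimum of 5 FPKM the antimicrobial peptide median was -3.70.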

How the results depend on the processing

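Alternatives chosen after seeing the data were the counting of gene models with identical values once and the narrowed gene lists. All others were set before the deposited data were examined, when values in the paper's tables had been seen in part. No paired analysis was possible because there is 1 library per strain. Of 191 alternative values of the main results, 172 stayed within 1.5 times the main count. A limit of 20 FPKM gave 502 higher and 816 lower genes by size, and 19 lower *CPG*s, of which 19, 17 and 15 were at least 2-, 5- and 10-fold lower. Without a limit 68 *CPG*s were lower, 56, 48 and 45 of them at least 2-, 5- and 10-fold, and 52 and 37 were at least 5- and 10-fold higher. These limits change how many genes are counted. The housekeeping ratio was 0.938 by TPM and 1.17 with the median gene set to 0. With that rescaling 2 ecdysone genes were at least 2-fold higher and 1 lower, and 2 nuclear receptor genes were higher. The housekeeping rescaling also gave 2 higher ecdysone genes, and a pseudocount of 1 FPKM gave 1 lower. The median of cuticular proteins by BLAST name reversed to -0.0217 with no minimum above 0, and that of carboxypeptidases and aminopeptidases to 0.30 and 0.0201 under the median and housekeeping rescaling, 0.13 with a minimum of 5 FPKM and 0.0719 with no minimum. The cause was not tested. Of 126 rescaled ratios of 42 genes the paper names, 0 changed side among genes at 2-fold or more. A rescaling shifts all genes alike, by at most 0.28 on the log2 scale, so none of these genes could change side and the count is no check. With models of identical values counted once, 806 genes were higher and 1364 lower. The storage protein median was 0.18 without microvitellogenin and fibrohexamerin. The 10 most extreme members left out, the cuticular protein median was 0.43. An FDR of 0.05 and the rescalings could not be run for the genes at the paper's thresholds, because reads of the other genes were not recoverable. Of 4241 genes at 2-fold or more by FPKM, 2514 are not in the authors' table, with a median larger FPKM of 2.04, and how many of them the depth kept from being called was not tested.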

Differences from the paper's values

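The alternatives named here were set before the deposited data were examined, when values in the paper's tables had been seen in part.

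The paper's text gives 21,750 wildtype and 23,019 *nm2* reads removed for unknown bases. The deposited quality file lists 0 such reads in either library and gives these numbers as unknown bases in the raw reads. The paper's own Table 1 also lists them as the number of N, so its text and table differ. No alternative applies to this measure. The paper's text also gives 216,594 adapter reads for the *nm2* mutant, where the file and the paper's Table 1 list 228977, and about 1130 genes with a pathway, where the deposited table holds 825.

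For the ecdysone genes, the paper states that most were upregulated, and 5 of 7 had a ratio above 1 by its qRT-PCR but 2 of 7 by FPKM. *neverland* and *spook* were higher by FPKM as the paper states, at 1.94 and 2.46, and *CYP18A1* was lower at 0.231. *sad*, which the paper gives as upregulated by qRT-PCR, had an FPKM ratio of 0.465, and *CYP314A1*, which it gives as markedly downregulated, had 0.750. For juvenile hormone, the paper states a slight decrease of *JHDK*, which its qRT-PCR ratio of 0.677 shows, and the FPKM ratio was 2.21. For chitin, it states no obvious differences, and *UNAP* had 2.59 and *NAG* 0.399 by FPKM against 1.33 and 0.630 by qRT-PCR, while *GFPA* and *G6PI* stayed under 2-fold. Of the nuclear receptors, the paper names *FTZ-F1* and *USP* as the exceptions to a general decrease. Its qRT-PCR ratios of *HR38* (0.714), *HR39* (0.363) and *E75* (0.549) are below 1. By FPKM 5 of 9 genes had a ratio below 1, *HR38* (1.28) and *HR39* (1.51) were higher, and *E75*, for which the paper states no significant difference, was 4.91-fold lower, whereas *FTZ-F1*, *HR3* and *HR4* went the way the paper states.

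The counts of *CPG*s at each fold-change and of genes in the named pathways equal those in the paper. The paper also counts 29 of 39 genes as shared between DGE and qRT-PCR, but by another rule and with other genes, since it sets apart 4 genes without a significant difference, of which *BGIBMGA009467* and *BGIBMGA013237* are on the same side of 1 and are among the 29 counted here. It counts fewer of the 15 genes chosen from DGE as shared between DGE and qRT-PCR, and 13 lay on the same side of 1. S5 Table labels a column as log2 that cannot hold log2 values, since its smallest entry is 0 and its 132 numeric entries equal the plain ratio.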

Other observations

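Among further genes of the outer layers and of defense, the prophenoloxidase list stood apart, and the tanning and pattern recognition lists lay within the middle 95% of matched random lists. In the list of the prophenoloxidase system, which makes melanin, 4 of 6 genes were at least 2-fold higher in the *nm2* mutant and none was lower (percentile 99.95). The activating enzyme (*BGIBMGA013746*) went from 55.1 to 706 FPKM. The phenoloxidase genes *BGIBMGA012764* (1.49 and 8.20 FPKM) and *BGIBMGA012763* (3.34 and 14.4 FPKM) were weakly expressed. The remaining higher gene, *BGIBMGA001976* (92.4 and 213 FPKM), is named as a hemocyte protein-glutamine gamma-glutamyltransferase and not as a phenoloxidase. Of 17 tanning and pigmentation genes 5 were higher and 7 lower (median log2 difference -0.51, percentile 11.2 of matched random lists). The laccase 2 genes, whose enzyme hardens new cuticle, were lower, *BGIBMGA006745* at 14.4 and 0.71 FPKM and *BGIBMGA006599* at 34.1 and 3.33 FPKM, while tyrosine hydroxylase (*BGIBMGA000563*) went from 12.9 to 70.7 FPKM. Pattern recognition genes had 1 of 15 higher and 4 lower (percentile 25.7), among them C-type lectin 4 (*BGIBMGA005948*) at 488 and 3.13 FPKM. A cluster of RR-1 cuticular protein genes formed the highest window of neighbouring genes, with a median of 2.76 against 1.66 for the highest of the shuffled orders, as for larval cuticle protein LCP-22 (*BGIBMGA000333*) at 130 and 4542 FPKM.

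In the lists of detoxification enzymes and of odorant-binding and chemosensory proteins, more genes passed 2-fold as higher than as lower. Of 56 cytochrome P450 genes 27 were higher and 7 lower (median 0.89, percentile 100), although the mitochondrial P450 301a1-like gene *BGIBMGA009521* went from 87.8 to 2.23 FPKM. Glutathione S-transferases had 3 of 18 higher and 2 lower (0.18, percentile 99.0), UDP-glucosyltransferases 7 of 24 higher and 3 lower (percentile 100) and carboxylesterases 7 of 23 higher and 2 lower (percentile 100). Odorant-binding and chemosensory proteins had 12 of 25 higher and 6 lower (percentile 100), with the odorant binding protein gene *BGIBMGA011459* at 4.28 and 171 FPKM. Heat shock proteins had 6 of 23 lower and none higher (-0.62, percentile 1.46), with heat shock protein 20.4 (*BGIBMGA004541*) at 97.3 and 16.4 FPKM, and histones had 1 of 9 lower (-0.37, percentile 34.5).

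Markers of tissues other than epidermis were measured because a dissected head can hold them. The 30K lipoproteins of hemolymph had 8 of 14 genes higher and 3 lower (percentile 100), with 30K protein 9 (*BGIBMGA004465*) at 197 and 895 FPKM. Storage proteins of the fat body had 9 of 18 higher and 2 lower (percentile 99.99), led by fibrohexamerin-like (*BGIBMGA009259*) and microvitellogenin-like (*BGIBMGA004474*, 381 and 2082 FPKM) genes, which are not storage hexamerins, and the arylphorin-like gene *BGIBMGA008860* went from 9.00 to 1.06 FPKM. The fibrohexamerin-like gene is also 1 of the 8 silk genes, of which 1 was higher and 1 lower (0.20, percentile 91.7), with fibroin heavy chain (*BGIBMGA005111*) at 2284 and 3860 FPKM. The list of peritrophic matrix genes, set as a midgut marker by BLAST name, had 3 of 27 higher and 6 lower (0.06, percentile 97.8). It takes in mucin-like names, such as a mucin-21-like gene (*BGIBMGA002715*) at 7935 and 879 FPKM. Whether its transcripts or those of the vacuolar ATPase list came from midgut was not tested. The percentile of the peritrophic matrix list was 96.4 with a minimum of 5 FPKM, 97.48 with the median gene set to 0 and 97.2 with the housekeeping genes set to no difference. None of 17 vacuolar ATPase genes passed 2-fold (0.28, percentile 98.7). Muscle genes had 1 of 38 higher and 3 lower (-0.44, percentile 8.69). Neuronal genes had 13 of 64 higher and 9 lower (-0.01, percentile 97.1) and opsin and phototransduction genes 0 of 14 higher and 3 lower (-0.04, percentile 81.9), and both of these medians turned positive with the median gene set to 0 (0.20 and 0.19) and with the housekeeping genes set to no difference (0.03 and 0.01). By TPM the neuronal median was -0.20, at percentile 72.3, and with a minimum of 5 FPKM it was 0.05, at percentile 98.9, so its place is not settled.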
